# Combinatorial *Cis*-regulation in *Saccharomyces* Species

**DOI:** 10.1534/g3.115.024331

**Published:** 2016-01-12

**Authors:** Aaron T. Spivak, Gary D. Stormo

**Keywords:** gene regulation, transcription factors, combinatorial regulation, transcriptional control

## Abstract

Transcriptional control of gene expression requires interactions between the *cis*-regulatory elements (CREs) controlling gene promoters. We developed a sensitive computational method to identify CRE combinations with conserved spacing that does not require genome alignments. When applied to seven *sensu stricto* and *sensu lato Saccharomyces* species, 80% of the predicted interactions displayed some evidence of combinatorial transcriptional behavior in several existing datasets including: (1) chromatin immunoprecipitation data for colocalization of transcription factors, (2) gene expression data for coexpression of predicted regulatory targets, and (3) gene ontology databases for common pathway membership of predicted regulatory targets. We tested several predicted CRE interactions with chromatin immunoprecipitation experiments in a wild-type strain and strains in which a predicted cofactor was deleted. Our experiments confirmed that transcription factor (TF) occupancy at the promoters of the CRE combination target genes depends on the predicted cofactor while occupancy of other promoters is independent of the predicted cofactor. Our method has the additional advantage of identifying regulatory differences between species. By analyzing the *S. cerevisiae* and *S. bayanus* genomes, we identified differences in combinatorial *cis*-regulation between the species and showed that the predicted changes in gene regulation explain several of the species-specific differences seen in gene expression datasets. In some instances, the same CRE combinations appear to regulate genes involved in distinct biological processes in the two different species. The results of this research demonstrate that (1) combinatorial *cis*-regulation can be inferred by multi-genome analysis and (2) combinatorial *cis*-regulation can explain differences in gene expression between species.

The combination of *cis*-regulatory elements (CREs) in a promoter is an important determinant of gene expression patterns (Pilpel *et al.* 2001; Balaji *et al.* 2006; Gertz and Cohen 2009; Kazemian *et al.* 2013; Nandi *et al.* 2013; Wang *et al.* 2013), but we have only a limited understanding of how interactions between regulatory elements affect gene expression. There is clear evidence that certain combinations of CREs produce nonadditive effects on gene expression (Pramila *et al.* 2002), but it remains very challenging to discover which CREs interact on a genome scale (Balaji *et al.* 2006; Aguilar and Oliva 2008; He *et al.* 2009; Girgis and Ovcharenko 2012; Ha *et al.* 2012; Kazemian *et al.* 2013; Nandi *et al.* 2013; Jiang and Singh 2014). Understanding eukaryotic gene expression requires identifying the CRE combinations that interact to produce nonadditive effects on gene expression.

Gene regulation studies using synthetic promoters made from random combinations of CREs have been successful in discovering new synergistic combinations (Gertz and Cohen 2009). However, the number of possible CRE combinations that could interact to regulate gene expression is too large to explore comprehensively with existing experimental techniques. There are approximately 200 transcription factors (TFs) in *Saccharomyces cerevisiae* for which the DNA-binding specificity is known (de Boer and Hughes 2012; Spivak and Stormo 2012; Hughes and de Boer 2013). If only pairwise interactions between CREs are considered, there are nearly 20,000 possible CRE combinations to evaluate. There is a clear need to efficiently and sensitively identify CRE combinations with nonadditive influence over gene expression.

To address this need, several computational methods have been developed to identify pairs of interacting CREs. When CREs interact to control gene expression, previous evidence indicates that the CREs will cluster near each other in the genome (Pilpel *et al.* 2001; Pramila *et al.* 2002). Efforts to identify combinatorial CRE pairs have exploited this feature by scanning the genome for CRE co-occurrences (GuhaThakurta and Stormo 2001; Chiang *et al.* 2003; Beer and Tavazoie 2004; Das *et al.* 2004; Kato *et al.* 2004; Balaji *et al.* 2006; Krogan *et al.* 2006; Hu *et al.* 2007; Girgis and Ovcharenko 2012; Ha *et al.* 2012; Guturu *et al.* 2013; Kazemian *et al.* 2013; Nandi *et al.* 2013; Jiang and Singh 2014) or by examining ChIP data for TF colocalization (Aguilar and Oliva 2008). However, TF colocalization alone is only a weak indicator of combinatorial regulation (Badis *et al.* 2009) and chance cooccurrence of CREs confound analyzes of single genome sequences. Separate methods have been developed that reduce the number of chance co-occurrences between CREs and enrich for functional CRE interactions by limiting the search space to conserved regions in multiple-species alignments (Chiang *et al.* 2003; Kellis *et al.* 2003; Xie *et al.* 2008; Jiang and Singh 2014). However, aligning promoter sequences from multiple species can eliminate functional binding sites if regulation is not conserved between species or if regulation is conserved but there is turnover of individual sites. This is not a trivial caveat, as comparative genomic studies have revealed extensive gain and loss of CREs between *Saccharomyces* species (Doniger and Fay 2007).

Although individual CREs are often not conserved between species (Hooper *et al.* 2007; Xie *et al.* 2010; Zheng *et al.* 2011; Shibata *et al.* 2012; Reece-Hoyes *et al.* 2013), functional interactions between CREs are often conserved among distantly related species (Tuch *et al.* 2008a; Gerke *et al.* 2009; Cherry *et al.* 2012; Jiang and Singh 2014). Furthermore, studies of gene regulatory evolution have found that interactions between transcription factors are conserved even if the TFs regulate different sets of genes between species (Tuch *et al.* 2008a). Therefore, cooccurrence of *cis*-regulatory elements in multiple unaligned genomes can be used to identify interacting CREs. Incorporating this feature into a prediction method avoids many of the limitations inherent to previous strategies.

We have developed a computational method for identifying coregulatory CREs and provide strong evidence that conservation of a spacing bias between CREs, that is observed in multiple species, indicates combinatorial gene regulation. We use this observation to identify many new instances of significantly co-occurring CREs and to predict combinatorial *cis*-regulation in the yeast genome. We tested the accuracy of our predictions using ChIP-Seq to assay DNA occupancy genome-wide for a few TFs predicted to interact in our computational screen. We made knockout strains of the predicted cofactor and assayed TF occupancy in this cofactor deletion strain. These experiments show that TF occupancy is dependent on the predicted cofactor at specific promoters, but not genome-wide. Finally, we examined the role of CRE combinations in predicting regulatory differences between species. Attempts to predict regulatory divergence genome-wide have generally found little correlation between CRE gain/loss and gene expression (Zhang *et al.* 2004; Tirosh *et al.* 2008). However, gain/loss of CRE combinations can better explain species-specific differences observed in gene expression data.

## Materials and Methods

### Multi-species analysis of CRE co-occurrence

Position weight matrices (PWMs), curated from 11 different literature sources that describe the DNA-binding specificity of 196 *S. cerevisiae* transcription factors (TFs), were obtained from the ScerTF database (Spivak and Stormo 2012). PWMs were adjusted to account for the genome composition for each species. We then predicted binding sites (CREs) within the genomes of *S. cerevisiae* and six other *sensu stricto* and *sensu lato Saccharomyces* species: *S. bayanus*, *S. castellii*, *S*. *kluyveri*, *S. kudriavzevii*, *S. mikatae*, and *S. paradoxus*. The use of multiple species increases the sample size and therefore makes it easier to detect co-occurring CREs. This method is similar to that of Chiang *et al.* (2003) but differs in two important ways. They used word (hexamer) pairs whereas we use PWMs which should increase the sensitivity by better modeling the specificities of TFs. In addition we do not use alignments between species and are not requiring that the occurrences are orthologous, although we expect that many of them are and that such occurrences increase the signal-to-noise and allow us to find CRE pairs that differ between species. CREs were predicted as DNA sites within 25-fold of the consensus sequence predicted affinity, based on the PWM. This is a conservative cutoff that will miss some functional sites (Tanay 2006) but it reduces the false positive rate compared to more relaxed cutoffs. For each pair of PWMs, we calculate the co-occurrence of CREs within each promoter region, defined to be 600 bp upstream of each coding region, in each genome. The observed pattern of CRE co-occurrence in a genome is recorded as a distribution of spacings between CRE pairs in every promoter.

If two CREs interact, evidence indicates that the distribution of spacings between CREs will be skewed toward shorter distances (Drazinic *et al.* 1996; Krogan *et al.* 2006; Tirosh and Barkai 2007). In order to take advantage of this observation, we developed a genome simulation method to determine the expected distribution of CRE spacings while maintaining the total occurrence for each CRE and the spatial localization of CREs within each promoter because those are not randomly distributed (functional sites are more common near the promoter than far away) (Sarafova and Siu 2000). We do this by using permutations that shuffle the CRE annotation associated with each predicted binding site to maintain the number of binding sites associated with each TF and the number and locations of binding sites for every promoter. This shuffling procedure is conducted 1000 times, and the resultant distributions are combined to produce an average expectation.

As expected, the number of co-occurrences in the simulations with a motif spacing of *d* is closely approximated (see Supporting Information, Figure S1) by:

$$S\left(d\right)=\;\frac{2*N(B-d)}{B^{2}}$$

where *N* is the observed number of CRE co-occurrences in the genome and *B* is maximum possible distance between regulatory elements on a promoter (here defined as 600 bp, minus the combined length of the two CREs being evaluated). Having shown that the observed data are well modeled by the formula, we directly test the likelihood of the observed data under a Poisson model with mean and variance parameterized by *S(d)* to determine if the number of observed co-occurrences for a CRE pair is significantly more than expected. We use 25 bp as the limit between CREs to consider them to be interacting. In this step, we apply a Bonferroni correction to account for the multiple hypotheses tested. CRE combinations that do not significantly co-occur (*P* > 0.01) in this step are removed from the analysis.

The subset of CRE pairs that were found to significantly co-occur in multiple *Saccharomyces* genomes when compared against the genome-wide null model were then compared against a null model derived from promoter-by-promoter simulations of CRE co-occurrence. These simulations are conducted similarly to the genome simulations described above, with the exception that these simulations permute the predicted binding sites at each promoter independently. In this way the number of co-occurrences of each CRE pair within all of the promoters is constant between the simulations and the observed data, and we can examine explicitly the intermotif spacing distribution between CREs in greater detail. Although the individual promoter simulations can be time-intensive, most of the possible CRE combinations are removed in the first step of the analysis, which dramatically reduced the search space. The promoter simulations are necessary to distinguish CREs that co-occur near each other from CREs that regulate a common set of genes but are independently distributed at those genes. We compare the observed distribution to the expected distribution derived from 1000 simulation experiments using a chi-square test. The genome-wide analysis examines both CRE spacing and co-occurrence, while the promoter simulations only examine the spacing between CREs. The promoter simulations correct for a source of bias inherent in the genome-wide analysis. Therefore, a multiple hypothesis correction was not applied in this step.

### Corroborating evidence

#### ChIP-chip analysis:

That two predicted CREs occur near one another more frequently than expected does not necessarily mean that they interact to affect gene expression. Immunoprecipitation experiments provide corroborating evidence that TFs are actually bound to the predicted CREs. If two TFs coordinately regulate a set of genes, then both factors need to bind the promoters of those genes. A notable compilation of experiments was conducted by Harbison *et al.* (2004) who collected data for over 100 yeast TFs under several different growth conditions. We also analyzed an earlier ChIP-chip dataset (Arbeitman *et al.* 2002) and a more recent ChIP-chip dataset (Venters *et al.* 2011). A hyper-geometric test was used to determine if a significant number of probes are bound by both TFs for a candidate CRE pair. ChIP occupancy data provides evidence that two TFs both bind to the same promoters in the same environmental growth condition.

#### Target gene expression analysis:

CRE combinations that functionally interact to coordinately regulate target gene expression should generate similar expression profiles among the genes they regulate (Pilpel *et al.* 2001). We calculate the similarity of expression profiles for predicted coregulated genes and for genes predicted to be regulated by only one of the CREs in a pair to assess a functional consequence from the CRE co-occurrences.

Three expression datasets were used to determine if predicted target genes of both CREs were coexpressed across multiple cell cycle time points (Pramila *et al.* 2006), environmental conditions (Gasch *et al.* 2000) or gene deletion conditions (Hughes *et al.* 2000). For each dataset, a Pearson’s correlation coefficient (PCC) was calculated between gene expression profiles for all pairs of predicted target genes, which produced a distribution of PCC values describing the expression profile similarities of the target genes. This distribution of PCC values for predicted targets of the CRE combination was compared with the distribution of PCC values calculated for expression profiles of the targets in which each CRE was predicted to act in isolation. The distribution of PCC values for predicted target genes of both CREs is compared to the two distributions of PCC values for predicted targets of only one CRE using a one-sided Mann–Whitney–Wilcoxin test.

An alternative way to employ gene expression data to identify relationships between TFs is to ask whether a similar set of target genes is significantly up/downregulated in deletion mutants for each of the TFs. Reimand *et al.* (2010) undertook an analysis to identify differentially expressed genes in TF perturbation experiments (Alon 2007). This provides data of potential regulatory target genes for each TF in our analysis. For each CRE combination with a conserved spacing bias, we determined whether there was a significant overlap between target gene sets in TF perturbation experiments using a hyper-geometric test.

#### Target gene pathway analysis:

Previous analyzes of coexpressed genes have found that when a set of genes is coregulated by a combination of TFs, the genes are often involved in a common process or even share a common protein complex (Pilpel *et al.* 2001; Breitkreutz *et al.* 2008). Therefore, one way to corroborate a CRE pair identified from the co-occurrence screen is to determine if the combination regulates a set of genes with a common biological process. The target genes identified in the co-occurrence screen are used here to define a set of genes with binding sites for both TFs in a potential CRE pair. These predicted target genes are examined to determine whether the genes share a common biological pathway. The GO process (Ashburner *et al.* 2000) and KEGG pathway (Kanehisa and Goto 2000) databases are queried with the target gene set to retrieve all the processes associated with each target gene. A hyper-geometric test is used to determine whether the target genes share a common pathway or process. Target genes may have multiple annotations, so a Bonferroni correction is applied for all of the annotations associated with the target gene set.

### Experimental tests of interactions

#### Yeast strains and growth conditions:

Yeast strains with *c-myc* epitopes fused to the C-terminus of the TFs assayed in this study were obtained from the Young Lab (Harbison *et al.* 2004). For each of the assayed TFs, a knockout strain was generated in which the predicted cofactor was replaced with a kanamycin resistance marker obtained from the yeast deletion collection (Giaever *et al.* 2002). Alleles in the knockout strain were replaced using the yeast gene deletion collection strains as a template with the PCR-based recombination strategy detailed by Giaever *et al.* (Giaever *et al.* 2002).

NRG1-myc, SUT1-myc, and SWI4-myc strains were grown at 30° in yeast, peptone, dextrose(YPD)-rich media to exponential midlog phase (OD_600_ ∼0.8). GCN4-myc and RTG3-myc strains were grown in YPD-rich media to OD_600_ ∼0.7, after which rapamycin was added to the media to a final concentration of 100 nM and the cultures were harvested after 20 min (Harbison *et al.* 2004). Strains were grown in 1 l volumes and subsequently split into three equal volumes for chromatin immunoprecipitation. These strains, which harbor both an epitope-tagged transcription factor and a deletion mutant, were assayed in biological triplicate and grown separately in 330 ml culture volumes.

#### Chromatin immunoprecipitation:

Chromatin immunoprecipitations were performed essentially as described previously in the literature (Aparicio *et al.* 2004). However, slight modifications were made to the existing protocol to improve yield and reproducibility. Cell cultures were grown to midlog phase (OD_600_ ∼0.8) and cross-linked in a final concentration of 1% formaldehyde for 15 min. The reaction was quenched with 150 ml 2.5 M glycine (50 ml for the 330 ml cultures) and incubated at room temperature for 10 min. The cell cultures were centrifuged at 2000 × g at 4° for 10 min in a Sorvall RC58 centrifuge. This pellet was washed twice with deionized, distilled H_2_O and recentrifuged. The final pellet was frozen at −80° overnight.

A cell extract was prepared by first adding lysis buffer (Tachibana *et al.* 2005) with protease inhibitor to the frozen pellet and transferring the cell suspension to a 2-ml flat-bottomed screw-cap tube. Zirconia beads (0.5 mm diameter) were added to each tube, and cells were lysed in a beadbeater (BioSpec) set to maximum power for 6 × 5 min cycles with a 2 min rest on ice between cycles. This lysate was transferred to a 15 ml conical tube using the hot-needle transfer method (Aparicio *et al.* 2004) and the volume of the lysate was increased to 5 ml with lysis buffer. The lysate was then sonicated with a Branson Sonifier 250 tip sonicator set to maximum output for 8 × 30 sec cycles with 2 min rest in an ice/ethanol bath between cycles. The lysate was preclarified by centrifugation for 3 min at 3000 × g, and then transferred to microcentrifuge tubes and clarified by centrifugation for 7 min at 10,000 × g. The supernatant was collected (approximately 4 ml) and used for immunoprecipitation. At this step, a 250 μl sample was removed and labeled as the INPUT sample.

Immunoprecipitations (IPs) were performed using anti-c-myc resin (anti-Myc EZiew affinity gel; Sigma-Aldrich). Each 4 ml sample was split into 4 × 1.7 ml microcentrifuge tubes and 50 μl resin was prepared for each microcentrifuge tube (200 μl total for each IP). Resin was washed three times with lysis buffer before use. Samples were incubated by inverting for 14−16 hr at 4°. Samples were then centrifuged for 30 sec at 400 × g. Each sample was washed six times with 1 ml of the following buffers: one lysis buffer wash, one high-salt buffer wash, two wash buffer washes, and two TE (pH 8.0) washes. Finally, samples were eluted by adding 250 μl elution buffer and incubating at 70° for 15 min. From this sample, 200 μl was removed and an additional 100 μl elution buffer was added to the resin. The samples were incubated at 70° for an additional 15 min and 100 μl was removed from the sample and pooled with the first elution. Eluates from the four microcentrifuge tubes per sample were pooled for a final volume of 1.2 ml ChIP elution. This was labeled as the IP sample and incubated overnight at 70° to reverse cross-links. For the INPUT sample, 250 μl elution buffer was added to the aliquot saved earlier and this sample was also incubated overnight at 70°.

After cross-link reversal, the IP sample was concentrated to approximately 500 μl with a vacuum microcentrifuge. Both the IP and INPUT samples were RNAse treated by adding 1 μl 20 mg/ml RNAse and incubating at 40° for 30 min. DNA was then isolated by phenol: chloroform extraction. This DNA was precipitated with 1 ml 100% isopropanol and stored overnight at 4°. The samples were then centrifuged for 1 hr at max at 4°, washed with 75% ethanol, and then recentrifuged for an additional hour at max 4°. The supernatant was discarded and the pellet was resuspended in H_2_O.

These samples were then prepared as libraries for Illumina sequencing (Lefrancois *et al.* 2009). After an end-repair reaction, an adenosine nucleotide was added to the 3′ end of each strand and sequencing adapters were ligated to the DNA fragments. Fragments were size selected (200−600 bp) and amplified with 15 cycles of PCR. Libraries were sequenced using the Illumina HiSeq-2000 in 42 bp single-read runs (data available in NCBI GEO database: GSE60281).

#### Chip-Seq peak analysis:

The multiplexed sequencing data were then deconvoluted using the indexing barcode and aligned to the yeast genome with Novoalign (Novocraft Technologies). If a sequenced fragment did not uniquely align to the genome it was discarded. Gene promoters were defined as the 600 bp immediately upstream of the translational start site of each gene defined in the *Saccharomyces* Genome Database. The number of fragments that aligned to these annotated promoters was recorded for each INPUT and IP sample. This converted the data from read alignments to a table of read counts per promoter.

Transcription factor regulatory targets were determined from the wild-type ChIP-Seq experiments. Regulatory targets were determined separately for each of the biological triplicates using the MACS peak-finding algorithm (Thurman *et al.* 2012). 

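The deposited files hold 1 MACS peak list for each immunoprecipitation (IP), 30 in all, called by the authors replicate by replicate. The 20 INPUT samples enter through these calls only. By the sample labels there were 3 IPs per strain for Gcn4p, Rtg3p, Nrg1p and Sut1p, 2 per strain for Swi6p and 1 per strain for Swi4p. Together the lists hold 8486 peaks, from 3 to 1065 per IP, each with a position and the score that MACS gave it, which rises as the P-value falls and is at least 50. No read counts accompany the peaks, so the sequencing depth of each IP is unknown, and the enrichment ratios of IP over INPUT cannot be recomputed from these lists. What can be counted is whether a promoter has a called peak in a given IP.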

MACS uses a simple sliding window strategy to compare INPUT and IP samples at each position along a chromosome. The algorithm assumes that the number of reads aligned to any particular window is a Poisson process, so the null hypothesis is that the number of reads that align to the current window in the IP sample can be modeled by a Poisson distribution parameterized using the number of reads that align to that same window in the INPUT sample. Regions with a significantly greater number of reads than expected from the INPUT sample are called ‘peaks’ and denote regions of the genome that are bound by the assayed DNA-binding protein. 

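To match peaks to genes, promoters were taken as the 600 bp upstream of 6430 genes of the R64 reference annotation, with the strand read from each gene's systematic name. The genome build of the peak coordinates is not given in the sources used here, so the match was tested on the gene lists of Tables S3 and S4. These lists print 203 entries, of which 178 were found in the annotation. A peak of the assayed factor overlapped the promoter by at least 1 bp in at least 1 wild-type IP for 176 of the 178 entries (98.9%), against 11.0% of all promoters. With every promoter moved by 300 bp to lower or to higher coordinates, the share of listed entries fell to 90.4% and 88.2%. Moved by 3000 bp, it was 15.2% and 9.55%. Gene-level values given here rest on this match.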

The peaks identified by MACS were used to annotate target genes of the assayed transcription factor; if the MACS peak overlapped with the promoter of a gene, that gene is assumed to be a target of the assayed transcription factor.

Although peak identification was conducted separately for each replicate, annotation of target genes relied on consistency between replicates. Target genes were sorted by support from the peak-finding results for the individual replicates; genes with support from at least two replicates were used to identify joint targets of the TF combination. Gene promoters that were significantly bound in both wild-type strains for a CRE pair were defined as TF combination target genes. 

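Applied to the deposited peak lists, the rule of at least 2 wild-type replicates gave 561 promoters for Gcn4p and 149 for Rtg3p, of which 59 were shared. Random sets of the same sizes shared 12.9 promoters on average and 28 at most in 1000 draws. For Nrg1p and Sut1p the rule gave 12 and 229 promoters, of which 6 were shared, against 0.446 on average and 3 at most in random sets. For Swi4p, with a single wild-type IP, 145 promoters had a peak, 364 had a Swi6p peak in both wild-type IPs, and 102 had both, against 8.18 on average and 21 at most. The counts moved most with the support required. With a peak in at least 1 wild-type IP of each factor the GCN4 × RTG3 count was 240 and the NRG1 × SUT1 count 77, and with a peak in every wild-type IP they were 14 and 2. Neighboring promoters often lie under one peak, so the 59, 6 and 102 promoters correspond to 37, 5 and 50 separate peak regions.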

In the differential occupancy analysis described below, the statistical test employed is sensitive to sample size. Therefore, the target gene sets defined for each TF binding DNA in isolation were restricted to be the size of the combination target gene set. As such, only the most significant independent target genes from the peak-finding analysis were used to define the genes included in the single TF target gene sets. This analysis of wild-type ChIP data analysis yields, for each TF pair, three equal size gene sets: TF1+TF2 targets, TF1 only targets, and TF2 only targets.

Once the target gene sets were defined for the TF pair and each TF acting in isolation, we examined the difference in occupancy between the wild-type and cofactor deletion strains for each of the three different target gene sets. For each target promoter, we calculated the number of reads that uniquely aligned to that promoter in the INPUT and IP samples and normalized these sums by the total number of million reads in each sample. This calculation transforms the raw read counts to reads per promoter per million mapped. The enrichment ratio for each gene in each IP sample is expressed as the ratio of the IP reads per million mapped divided by the INPUT reads per million mapped. For each gene, we averaged the enrichment ratio across replicates. The cofactor deletion mutant can be considered a “treatment” applied to the target genes for each of the three different gene sets. We would like to determine whether the treatment has an effect on the enrichment ratio (IP/INPUT) for genes within the three different target gene sets. We used a paired T-test to compare the enrichment ratios between wild-type and deletion strains for each gene set. If occupancy of the assayed transcription factor depends on the presence of the predicted cofactor, then the enrichment ratios should be significantly different between the wild-type and deletion strains for the joint targets of the TF combination. If deletion of the cofactor has a more universal effect on the ability of the assayed TF to bind its target promoters, then the enrichment ratios would also be significantly different between treatments for the gene set in which the assayed factor binds promoters without the predicted cofactor.

### Identification of species-specific coregulated genes

Directly comparing gene expression profiles between different species has proven to be a difficult task (Badis *et al.* 2009). Therefore, we took an alternative approach to identify regulatory differences between species. We selected the subset of the significant CRE combinations that predict coherent gene expression patterns in both *S. cerevisiae* and *S. bayanus* to determine if the CRE combinations regulate different sets of genes between the two *Saccharomyces* species.

For each candidate CRE combination, the method identifies potential regulatory targets by scanning each genome separately for instances of the CRE combination within 25 bp of each other using the previously described PWMs (Spivak and Stormo 2012). This produces two sets of potential target genes for each CRE combination; one set contains the predicted targets in *S. cerevisiae* while the other set contains predicted targets in *S. bayanus*. In general, there is substantial overlap between these two sets; predicted target genes in *S. cerevisiae* often have orthologs in *S. bayanus* that are also predicted to be target genes of the CRE combination using the ortholog mapping from Kellis *et al.* (Kellis *et al.* 2003; Harbison *et al.* 2004) to assign a unique ortholog to each gene. The overlap in predicted targets produces three sets of genes: target genes predicted in *S. cerevisiae* but not *S. bayanus*; target genes predicted for *S. bayanus* but not *S. cerevisiae*; and target genes predicted to be regulated by the CRE combination in both species.

#### Initial target gene expression analysis within each species:

In order to assess regulatory rewiring between the two species, we first test whether the CRE combination can be associated with a coherent gene expression pattern within each species. Therefore, as an initial verification that the CRE combination is functional in each of the species, we calculate the similarity of expression profiles for predicted coregulated genes and for genes regulated by only one of the CREs in a pair to infer a functional consequence from the CRE co-occurrences. If a CRE combination regulates a coherent set of genes in one species but not the other, it is possible that this combination is only functional in one of the species. Alternatively, it is possible that the CRE combination is functional in both species but the appropriate conditions were not assayed in one of the two expression datasets.

A CRE combination may not actively regulate gene expression in all or even most of the conditions assayed by the two datasets considered in this study (Gasch *et al.* 2000; Guan *et al.* 2010). Incorporating irrelevant growth conditions into the initial assessment of a CRE combination will obfuscate corroboration of the CRE combination and complicate downstream analyzes. Therefore, it is important to compare the expression profiles of CRE combination target genes to genes regulated by only one of the CREs in a pair using only the appropriate conditions in which the CREs are most likely to be active. We identify the relevant growth conditions for each TF in a regulatory pair by analyzing a collection of expression profiles published for *S. cerevisiae* (Gasch *et al.* 2000) and *S. bayanus* (Guan *et al.* 2010). For each CRE, the relevant growth conditions are identified by determining whether the CRE target genes are significantly differentially expressed in a condition. A CRE target gene is defined as a gene with a PWM match for that TF above specified cutoff. In each condition, the expression ratios reported for every gene are converted to Z-scores, and we use a Z-test to determine whether the CRE target genes are significantly differentially regulated compared to the expression of all genes in that condition.

Once the relevant conditions were selected, we could evaluate each CRE combination in both *S. cerevisiae* and *S. bayanus*. For each dataset, a PCC was calculated between gene expression profiles for all pairs of predicted target genes in each species, which produced a distribution of PCC values describing the expression profile similarities of the target genes. This distribution of PCC values for predicted targets of the CRE combination was compared with the distribution of PCC values calculated for expression profiles of the targets in which each CRE was predicted to act in isolation. The distribution of PCC values for predicted target genes of both CREs is compared to the two distributions of PCC values for predicted targets of only one CRE using a one-sided Mann–Whitney–Wilcoxin test.

#### Comparison of species-specific gene expression profiles:

The search for transcriptional rewiring is a search to identify species-specific gene regulation. In the first part of the analysis, we identified CRE combinations that coordinately regulate target gene expression in each species separately and then predicted species-specific targets of the CRE combination. Afterward, the algorithm tests the hypothesis that the predicted species-specific target genes are coherently expressed in the appropriate species while the orthologs of these targets without the CRE combination are not coherently expressed in the partner species.

This procedure generates three sets of genes predicted to be regulated by the CRE combination under consideration: *S. cerevisiae*-specific target genes (set A), *S. bayanus*-specific target genes (set C), and species-independent target genes (set B) (see Figure 5 for a graphical description). The species-independent target genes should be regulated by the CRE combination in both *S. cerevisiae* and *S. bayanus*. This set of genes provides a benchmark against which we can evaluate the species-specific target genes for *S. cerevisiae* and *S. bayanus*. Within *S. cerevisiae*, the *S. cerevisiae*-specific target genes should have a similar expression pattern to the shared target genes, while the *S. bayanus*-specific target genes should not have a similar expression pattern because those genes are not predicted to be regulated by the CRE combination in *S. cerevisiae*. The opposite pattern should emerge when analyzing the *S. bayanus*-specific target genes using the *S. bayanus* gene expression dataset.

The null hypothesis is that there is no transcriptional rewiring between *S. cerevisiae* and *S. bayanus*, in which case there should not be any species-specific target genes regulated by this CRE combination. If the null hypothesis is true, then the gene sets designated as *A* and *C* are simply false predictions. Either the “species-specific” target genes are not regulated by the CRE combination or they are actually shared target genes regulated by the CRE combination in both species. If either scenario is true, then within each species, the expression profiles of both *A* and *C* will be equally similar to the expression profile of *B*. If the expression profiles of *A* and *C* are equally similar to the expression profile observed for *B*, then we can combine *A* and *C* and randomly sample from this pool to generate simulated “species-specific” gene sets, A* and C*. The simulated gene sets A* and C* are each the same size as *A* and *C*, respectively; only the composition of the gene sets has been shuffled. We compare the expression profiles of the simulated gene set to *B* by calculating PCC between each gene in the simulated set and every gene in *B*. This generates a distribution of PCC that compares the simulated gene set to *B*. If the null hypothesis is true, then the correlation of A* *vs.* *B* should be similar to the correlation of *A* *vs.* *B* in *S. cerevisiae*, and the correlation of C* *vs.* *B* should be similar to the correlation of *C* *vs.* *B* in *S. bayanus*.

If there is support for regulatory rewiring between *S. bayanus* and *S. cerevisiae*, then the species-specific designations are meaningful. As a consequence, the profile comparison between *A* and *B* in *S. cerevisiae* should have a higher mean than the profile comparison between A* and *B*. Similarly, in *S. bayanus*, set *C* should be more similar to *B* than set C*.

We conduct this simulation 1,000 times to estimate the probability that the predicted species-specific gene sets have the observed expression coherence with the shared target genes by chance. A simulation is counted as successful if the correlation of A* *vs.* *B* is greater than the correlation of *A* *vs.* *B* using the *S. cerevisiae* expression dataset and the correlation of C* *vs.* *B* is greater than the correlation of *C* *vs.* *B* in the *S. bayanus* expression dataset. We estimate the probability that the observed expression profile similarities occurred by chance as the number of successful simulations divided by the total number of simulations.

#### Biological pathway analysis:

A CRE combination that regulates different sets of genes between related species might regulate different biological processes. To investigate this possibility, we assessed the biological pathway enrichment of the three different sets of target genes defined for each CRE combination. An overrepresentation of genes associated with a specific pathway in *A* but not *B* and *C* suggests that the CRE combination regulates that pathway only in *S. cerevisiae*. Similarly, pathway enrichment apparent in *C* but not *A* and *B* indicates *S. bayanus*-specific regulation of that pathway.

We determined pathway enrichment for each gene set using the Gene Ontology database of biological processes (Ashburner *et al.* 2000) and KEGG database of biological pathways (Kanehisa and Goto 2000) to retrieve all the processes associated with each target gene. A hyper-geometric test is used to determine whether the target genes share a common pathway or process. Target genes may have multiple annotations, so a Bonferroni correction is applied for all of the annotations associated with the target gene set.

### Data availability

ChIP-seq data accessible from NCBI GEO database: GSE60281.

## Results and Discussion

### Multiple-species spacing bias predicts combinatorial function of CRE pairs

PWMs curated from the literature (Spivak and Stormo 2012) were used to identify potential binding sites for 196 TFs in the genomes of *S. cerevisiae*, *S. bayanus*, *S. castelli*, *S. kluyveri*, *S. kudriavzevii*, *S. mikatae*, and *S. paradoxus*. For each pair of PWMs, we calculated the distribution of nucleotide spacings between the predicted binding sites and identified pairs for which the observed distribution deviated significantly from random expectation (see *Materials and Methods*). The co-occurrence screen identified 1399 CRE combinations, 7.3% of the 19,110 possible, that exhibit a conserved spacing bias across multiple *Saccharomyces* genomes (*P* < 0.01 after correction for multiple tests). This collection includes many known examples of combinatorial *cis*-regulation, demonstrating that the screen can successfully identify genuinely functional TF interactions (Table S1). Furthermore, although the screen did not require that the CRE combinations occur in every species, in almost all cases they are observed in each of the seven species and usually with similar frequencies (Table S2).

One example of a known case is the highly significant interaction identified between PAC and RRPE elements in ribosomal genes, which are recognized by the TFs Pbf2 and Stb3 (Pilpel *et al.* 2001; Liko *et al.* 2007; Zhu *et al.* 2009). Our analysis also found that the STB3 motif significantly co-occurs with several other motifs involved in the cell cycle (MBP1, SWI4), metabolism (GCN4), and stress response (XBP1). Previous studies have identified a role for STB3 in the transcriptional regulation of both cell cycle (Tavazoie *et al.* 1999) and stress response (Gasch *et al.* 2000) genes, indicating that the co-occurrence screen has likely identified functionally relevant CRE interactions.

### Corroborating evidence

#### Eighty per cent of predictions have corroborating experimental support:

There are three main features that distinguish CRE combinations from independent CREs. First, when TFs coordinately regulate a set of genes, both factors bind the promoters of those genes (Harbison *et al.* 2004). Second, interactions between CREs often produce nonadditive changes in gene expression (Shea and Ackers 1985; Pilpel *et al.* 2001). Third, genes that are coordinately regulated by a particular combination of TFs often share a common biological process (Pilpel *et al.* 2001; Banerjee and Zhang 2003). We analyzed existing ChIP-chip (Arbeitman *et al.* 2002; Harbison *et al.* 2004; Venters *et al.* 2011), gene expression (Gasch *et al.* 2000; Hughes *et al.* 2000; Pramila *et al.* 2006; Reimand *et al.* 2010), and biological pathway data (Ashburner *et al.* 2000; Kanehisa and Goto 2000) to identify corroborating experimental evidence supporting the computational predictions from our phylogenetic analysis (see *Materials and Methods*). Of the 1399 pairs of CREs that co-occur in multiple yeast species, 1121 CRE pairs, representing approximately 80% of the computational predictions, have at least one type of experimental evidence supporting the prediction (*P* < 0.01 in at least one corroborative analysis). Approximately 36% of the predictions are supported by at least two different types of experimental evidence and 8% of the predictions are corroborated by all three experimental methods (Table S1). The number of examples for each type of supporting experimental data depends on the specific thresholds used. But given those sets we can ask whether the specific combinations are significantly overrepresented. In fact all of the combinations are significant at *P* < 0.05, and for the combination of Chip-chip colocalization and pathway enrichment, and for the combination of all three types of data, the significance is *P* < 10^−3^. Figure 1 shows four examples with gene expression corroborating evidence. In those examples the genes that have both of the CREs show much more coherent expression than genes that have either of the two CREs alone.

**Figure 1:**
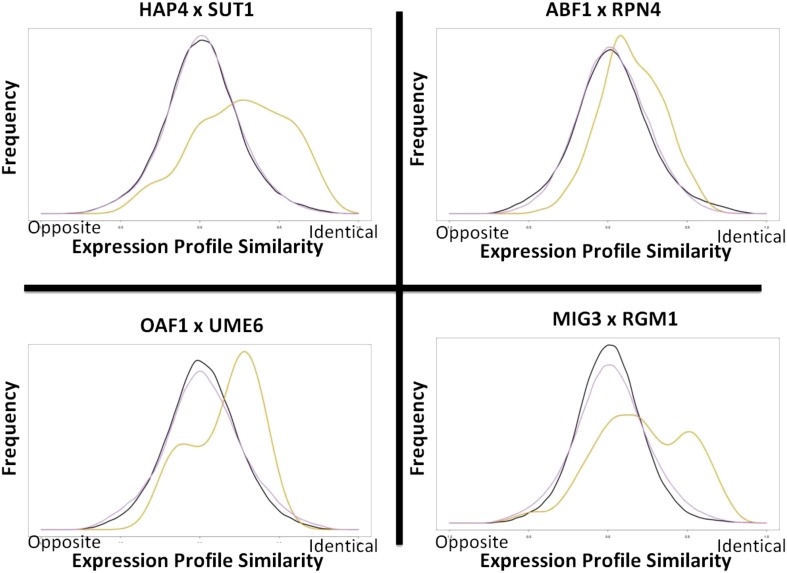
Expression profiles of predicted CRE combination target genes are more correlated than predicted target genes of either CRE acting alone. The yellow line in each graph depicts the distribution of correlation coefficients calculated between gene expression profiles for each pair of target genes predicted to be regulated by the CRE combination indicated. The black and purple lines relate the distribution of correlations for target genes predicted to be regulated by each CRE acting alone. “Opposite” refers to a correlation of −1 and “Identical” refers to a correlation of +1.

Most known examples of combinatorial *cis*-regulation come from a handful of thoroughly studied biological processes (*e.g.*, cell cycle, starvation, *etc*.) or have been inferred from high-throughput genetic screens (Krogan *et al.* 2006; Fordyce *et al.* 2010). To identify condition-specific CRE pairs, we analyzed target gene expression coherence in three different gene expression datasets: a cell cycle time course experiment (Pramila *et al.* 2006), a series of growth experiments in multiple environmental stress conditions (Gasch *et al.* 2000), and a compendium of gene deletion mutants (Hughes *et al.* 2000). Many of the most significant interactions discovered from the cell cycle time course experiments are well known interactions involving the cell cycle regulators SWI4, SWI6, and MBP1 and are listed in the *Saccharomyces* Genome Database (SGD) (Boyle *et al.* 2012) (Table 1). Our analysis of the environmental and genetic perturbation data, however, mostly identified unknown CRE combinations whose target genes are significantly coexpressed across conditions (Table 2). That most of these interactions have not been documented previously suggests that, unlike the well-studied cell cycle transcriptional network, gene regulation in response to environmental changes remains largely open for new discoveries.

**Table 1:** Most significant CRE combinations from cell cycle time course expression coherence analysis

Pair	Simulation	Cell Cycle	Environment	SGD
MBP1 × SWI6	1.1084E-280	<1e-300	4.49728E-69	Yes
PBF2 × STB3	0	5.4172E-270	<1e-300	No
MBP1 × SWI4	4.40017E-73	3.0837E-266	1.0856E-111	Yes
MBP1 × STB1	4.14077E-89	3.0406E-188	7.03385E-78	Yes
SWI4 × SWI6	5.21369E-93	1.3756E-175	1.1981E-154	Yes
STB2 × STB3	1.1218E-82	2.23188E-95	1.77025E-50	No
PBF1 × STB3	0	6.29925E-89	<1e-300	No
STB1 × SWI6	2.1118E-97	4.00616E-87	5.4427E-121	Yes
REB1 × STB3	8.5209E-128	2.09431E-76	1.83331E-43	No

**Table 2:** Most significant CRE combinations from environmental stress expression coherence analysis

Pair	Simulation	Cell Cycle	Environment	SGD
PBF2 × STB3	0	5.4172E-270	<1e-300	No
MIG3 × RGM1	3.00368E-18	2.24847E-19	<1e-300	No
GIS1 × MIG3	1.5942E-17	2.24847E-19	<1e-300	No
MIG3 × YPL230W	3.87555E-17	2.24847E-19	<1e-300	No
GIS1 × SUT1	4.89402E-16	1.06326E-10	<1e-300	No
RGM1 × SUT1	6.23916E-16	1.06326E-10	<1e-300	No
SUT1 × YPL230W	3.34119E-14	1.06326E-10	<1e-300	No
MSN4 × SUT1	6.48628E-10	1.31691E-36	<1e-300	No
MIG3 × MSN4	1.7635E-09	6.40281E-29	<1e-300	No

#### Physical constraints of CRE combinations:

TFs that bind cooperatively to DNA sometimes exhibit a strong bias in the relative position and orientation of their binding sites (Pramila *et al.* 2002). Previous studies have found that positional constraints on CREs can be important determinants of gene expression patterns (Sudarsanam *et al.* 2002). Therefore, a CRE combination with a conserved pattern of binding site arrangements may indicate that the orientation or order of these binding sites influences gene regulation. After identifying CRE combinations that co-occur more than expected by chance, we further analyzed the results from our co-occurrence screen to detect biases in the physical arrangement of CREs for co-occurring CRE pairs. Specifically, we looked for CRE combinations in which one particular orientation or order of binding sites occurred more than expectation and then compared the expression coherence between regulatory targets with the preferred arrangement of binding sites and targets with a different binding site arrangement.

HAP4 and SUT1 is an example of previously undescribed interaction with a preferred orientation (Figure 2A). Interestingly, this CRE combination may only be active in certain environmental conditions. There is no significant overlap between ChIP-chip experiments for HAP4 and SUT1 when cultured in optimal growth conditions (Harbison *et al.* 2004). However, both the expression coherence analysis and the biological pathway analysis support a functional role for the predicted interaction between HAP4 and SUT1. Additionally, the target genes of the HAP4 × SUT1 combination are significantly differentially expressed in oxidative stress conditions and growth on suboptimal carbon sources. After identifying this combination from the co-occurrence screen, we further divided the co-occurrences into each of the four possible orientations and found a significant overrepresentation of one particular orientation among the *Saccharomyces* genomes. We partitioned the target genes of the HAP4 × SUT1 combination into a set with the overrepresented orientation and a set with the three remaining orientations and determined that the set of target genes with the preferred HAP4 × SUT1 orientation were significantly more coherently expressed across environmental conditions than the set of target genes without the preferred binding site arrangement.

**Figure 2:**
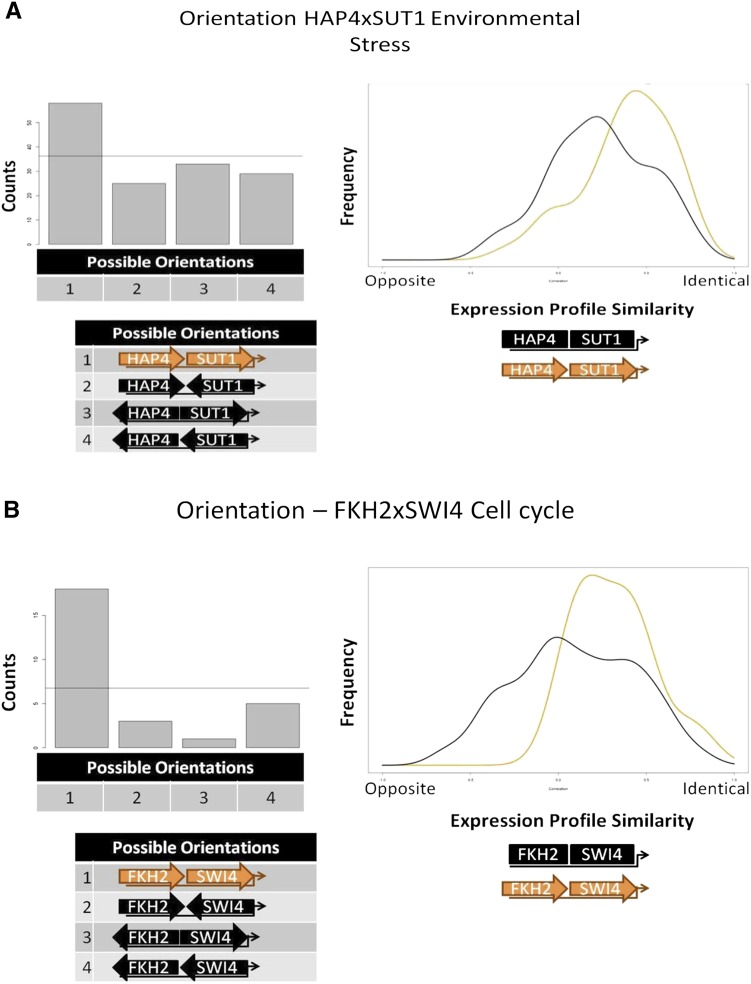
Orientation biases for CRE combinations. The pattern of occurrences in multiple species for HAP4 and SUT1 CREs (A) and for FKH2 and SWI4 CREs (B) indicates an overrepresentation of Orientation 1 (depicted in orange). The horizontal line crossing the bar graph represents the expected number of occurrences for each orientation if orientation is random. The expression profile plot depicts the distribution of correlation coefficients calculated between gene expression profiles for target genes with the overrepresented orientation (orange) and all other orientations (black).

Several known examples of combinations of CREs with known positional constraints were identified by our method, including MCM1 × YOX1 (Pramila *et al.* 2002), MCM1 × FKH2 (Pramila *et al.* 2006; Tuch *et al.* 2008b), and PBF2 × STB3 (Sudarsanam *et al.* 2002; Liko *et al.* 2007). We also identified the pair FKH2 × SWI4 which was previously reported to interact to control expression of S phase genes in the cell cycle (Sudarsanam *et al.* 2002) but for which a positional bias had not been reported. Figure 2B shows that one orientation is much more common than the other three and also that the genes with that position bias are expressed much more coherently than the genes with alternative orientations.

### Experimental tests of interactions

#### ChIP-Seq reveals asymmetry in TF combinatorial interactions:

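The SBF experiment consists of ChIP-Seq of myc-tagged Swi6p in wild-type and swi4Δ yeast, with 2 IPs and 1 INPUT sample per strain, and of myc-tagged Swi4p in wild-type and swi6Δ yeast, with 1 IP and 1 INPUT sample per strain. Libraries of fragments of 200 to 600 bp were amplified with 15 cycles of PCR and read for 42 bases, and the authors called peaks with MACS in each IP against INPUT. The Swi6p lists hold 228 and 204 peaks in the wild-type strain and 3 and 8 in the swi4Δ strain. The Swi4p lists hold 73 peaks in the wild-type strain and 182 in the swi6Δ strain. The depth of these libraries is unknown. As the authors' gene lists for this pair were not used here, target sets were rebuilt from the wild-type lists by the rule given in the methods. A promoter was counted as occupied in an IP when a peak overlapped it, which takes no account of peak height.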

As a preliminary assessment of the experimental strategy we immunoprecipitated Swi6p in a wild-type and swi4Δ strain. Swi4p and Swi6p are the two components of the SBF regulatory complex that control G1 to S phase transition during the cell cycle (Koch *et al.* 1993). Swi6p is not believed to have the ability to bind DNA directly, and its association with DNA is mediated by its various cofactors, which include Swi4p, Mbp1p, and Stb1p (Koch *et al.* 1993; Conlan *et al.* 1999). Therefore, we assayed the SWI4 × SWI6 combination to determine if ChIP-Seq can be used to quantitatively measure occupancy differences between wild-type and cofactor deletion strains. Using the wild-type SWI6::myc18 and SWI4::myc18 strains, we could define the combinatorial targets and independent targets for the TF pair. 

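The rebuilt combinatorial set has 102 promoters. A further 262 promoters had a Swi6p peak in both wild-type IPs and no Swi4p peak, and the 102 of these with the highest mean score were kept as Swi6p-only targets. For Swi4p, 23 promoters had a peak in the wild-type IP and no Swi6p peak. The wild-type lists of the 2 factors overlap. Of the 73 Swi4p peaks, 59 overlapped a wild-type Swi6p peak region (80.8%), against 7.38 on average and 19 at most in 1000 circular shifts of the peaks along their chromosomes (permutation P = 0.000999, the smallest these shifts can give). Because the sets were chosen on the same wild-type IPs, their wild-type occupancy is complete by construction.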

In the SWI6::myc18/swi4Δ strain, Swi6p should not be able to bind the combinatorial targets of SWI4 × SWI6 because the interaction between Swi4p and Swi6p has been disrupted. However, the individual targets defined for Swi6p, in which a ChIP-Seq peak for Swi6p did not overlap with any ChIP-Seq peaks for Swi4p, should be relatively unaffected by the loss of SWI4. If Swi6p occupancy of these target genes is significantly affected by the deletion of SWI4, then there is a genetic interaction between SWI6 and SWI4 in which SWI4 globally affects the activity of SWI6. In this scenario, a physical dependency cannot be inferred because the results do not divorce physical interactions from genetic interactions.

The results of this initial experiment confirm the utility of ChIP-Seq as a method capable of quantitatively measuring the dependence between two TFs at combinatorial target genes and Swi6p-only target genes. In the wild-type SWI6::myc18 experiments, the IP samples are highly enriched for combinatorial target genes with greater than eightfold enrichment observed for some target genes. However, in the SWI6::myc18/swi4Δ strain, these target genes are no longer enriched in the IP sample, indicating that Swi6p occupancy of these target genes is dependent on SWI4 (Figure S2). 

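In the 2 swi4Δ IPs, 1 and 2 of the 102 combinatorial target promoters had a Swi6p peak (0.98% and 1.96%), a mean of 1.47% ± 0.693 (SD, n = 2) against 100% in the wild-type IPs. To remove the selection on the same data, promoters with a Swi6p peak in one wild-type IP were looked up in the other. Of the 550 promoters with a peak in replicate 1, 66.2% had one in replicate 2, and of the 450 in replicate 2, 80.9% had one in replicate 1. In the swi4Δ IPs the same promoters had a peak in 0.182 to 0.667% of cases. The swi4Δ lists hold too few peaks for any set of this size to keep more than a small part of its peaks. On average over the left-out IPs the share fell by 73.1 percentage points, more than the spread between the wild-type IPs (SD 10.4), although 2 IPs against 2 cannot reach significance (exact permutation test over IPs, two-sided, P = 0.167, the smallest this relabeling allows). The promoters with the highest Swi6p scores were those of YLR108C, AHP1 and CCW12, which lie under one peak on chromosome 12 from 368502 to 372111 in the list of wild-type replicate 1. A peak was called at all 3 in both wild-type IPs and in neither swi4Δ IP.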

A paired-sample Wilcoxin Signed Rank Test comparing the wild-type and deletion experiments reports a significant difference in Swi6p occupancy between the conditions (*P* < 10^−5^). In contrast, the difference between the wild-type and swi4Δ strains was not significant when examining the Swi6p-only targets reported by MACS (*P* = 0.27; Figure S2). It is interesting to note that although most genes do not appear different between the two conditions, Swi6p occupancy of some of these target genes does appear to change between conditions. Of these nine target genes with an occupancy difference between the wild-type and swi4Δ strains, six have a match to the SWI4 binding site in their promoter sequences. 

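Over IPs, the change in the share of combinatorial targets with a peak, -98.5 percentage points, has an exact permutation P of 0.333 (two-sided), the smallest that 2 IPs against 2 allow. As the set was chosen on the wild-type IPs, its promoters can only keep or lose peaks, and a test across promoters would only count the losses. All 102 lost a peak in at least 1 swi4Δ IP, and the 102 promoters lie under 50 separate peak regions.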

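Of the 102 Swi6p-only promoters, none had a Swi6p peak in either swi4Δ IP, against 102 of 102 in both wild-type IPs. The change of -100 percentage points in called peaks differed from that of the combinatorial set by 1.47 points. With peaks at 5 and 17 of all promoters in the swi4Δ lists and complete wild-type occupancy by construction, both changes had to lie near their lower limit, so the comparison does not separate the sets. A peak that falls below the calling threshold counts as absent here, whereas the study's ratios in Figure S2 keep its height. From the loss at combinatorial targets and the lack of a significant change at Swi6p-only targets in its ratios, the paper concludes that ChIP-Seq can measure the dependence of one factor on another quantitatively.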

One possibility is that these six genes are, in fact, combinatorial genes but were not categorized as such by the MACS peak-finding algorithm. We also examined differences in Swi4p occupancy between wild-type SWI4::myc18 and SWI4::myc18/swi6Δ strains. In general there are only small differences between wild-type and deletion conditions for the combinatorial target genes and the Swi4p-only target genes, as expected (Figure S2).

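With 1 IP per strain, Swi4p has no replicates and the following values carry no test over IPs. Of the 102 combinatorial target promoters, 96 kept a Swi4p peak in the swi6Δ IP (94.1%), and of the 23 Swi4p-only promoters 18 did (78.3%). Both sets were chosen for a peak in the single wild-type IP, so a promoter can only keep its peak or lose it, and a test across promoters would only count the losses. The combinatorial change, -5.88 percentage points, was -14.7 with the 73 highest-scoring peaks of each list and -4 with promoters under one peak counted once. The Swi4p-only change, -21.7 points, was -34.8 with the 73 highest-scoring peaks and 17.4 with a score of at least 100, where the set also gains peaks. By the rule for named genes, TRF5, SEC21 and RPP1 are combinatorial targets with a Swi4p peak in the wild-type IP and none in the swi6Δ IP. By the same rule, AGE1, YDR524W-C and YDR524C-B were named for their high Swi4p score. They lie under one peak on chromosome 4 from 1489263 to 1490940 and had a peak in both strains. Their wild-type score of 3100, the highest in that list, is also that of the peaks at TRF5 and SEC21. Promoters with the top score thus both kept and lost a peak.

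**Figure D1:**
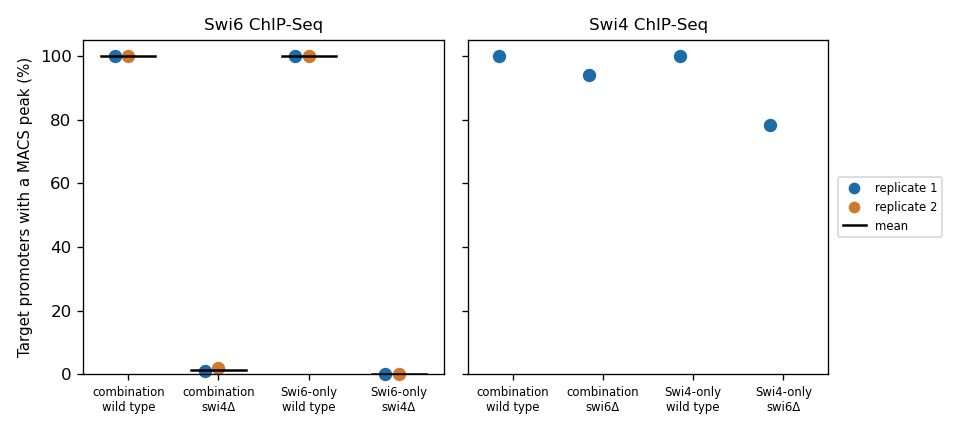
Percentage of target promoters overlapped by a MACS peak in each IP of Swi6p and Swi4p, for combinatorial and single-factor target sets in the wild-type and deletion strains. Each point is 1 IP and each black line the mean of 2 IPs. Swi6p points fall from 100% to between 0 and 1.96% in swi4Δ, while the single Swi4p points fall from 100% to 94.1% and 78.3% in swi6Δ.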

#### Interaction between NRG1 and SUT1:

The co-occurrence screen identified a significant spacing bias between NRG1 and SUT1 CRE*s* (*P* < 10^−5^). Additionally, predicted target genes of the NRG1 × SUT1 CRE combination were significantly more coherently expressed than expected by chance (*P* < 10^−27^). Based on this data, we investigated the interaction between NRG1 and SUT1 using ChIP-Seq to measure occupancy of Nrg1p in wild-type and sut1Δ strains as well as the reciprocal experiment for Sut1p. 

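For this pair, myc-tagged Nrg1p was immunoprecipitated from wild-type and sut1Δ yeast and myc-tagged Sut1p from wild-type and nrg1Δ yeast, with 3 IPs and 1 INPUT sample per strain. The methods state that wild-type cultures of 1000 ml were split in 3 for ChIP and that deletion strains were grown in 330 ml, in both cases to an OD600 of 0.8. The authors called peaks in each IP against the INPUT sample of the strain. The Nrg1p lists hold 15, 9 and 47 peaks in the wild-type strain and 26, 49 and 19 in the sut1Δ strain (mean 23.7 ± 20.4 and 31.3 ± 15.7, SD, n = 3; exact permutation test, two-sided, P = 0.5). The Sut1p lists hold 117, 267 and 579 peaks in the wild-type strain and 696, 808 and 1065 in the nrg1Δ strain (mean 321 ± 236 and 856 ± 189; exact permutation P = 0.1, the smallest that 3 IPs against 3 allow). Depth is unknown for all of them. Replicate lists were compared by the bases they share. The overlap of 2 lists divided by their union was 7.14 to 20.6% among wild-type Nrg1p IPs, and among wild-type Sut1p IPs it was 42.4% for replicates 1 and 2 but 2.5% and 4.62% for replicate 3 with replicates 1 and 2. Target sets below are the gene lists of Table S3, and occupancy is the share of their promoters with a called peak.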

As depicted in Balaji *et al.* (2006), Kazemian *et al.* (2013), and Nandi *et al.* (2013), Nrg1p occupancy of NRG1 × SUT1 combinatorial targets depends on the presence of SUT1 (*P* < 10^−6^), while Nrg1p occupancy of Nrg1p-only targets is much less dependent on SUT1 (*P* = 0.011). 

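Of the 22 combinatorial genes in Table S3, 19 were found in the annotation. Nrg1p peaks overlapped 4, 0 and 15 of these 19 promoters in wild-type replicates 1, 2 and 3, a mean of 33.3% ± 40.9 (SD, n = 3), and none of the 19 in any sut1Δ IP. The difference lies within the spread of the wild-type IPs (exact permutation test over IPs, two-sided, P = 0.4). Each of the 19 has a peak in exactly 1 of these wild-type IPs and none in sut1Δ, so all 19 fell by the same amount, and a test across promoters listed from these wild-type IPs adds nothing to that count. Replicate 3 supplies most of the peaks, and without it the change was -10.5 percentage points. Of the 22 Nrg1p-only genes, 21 were found, with a peak in 1, 8 and 12 promoters in the wild-type IPs and 4, 4 and 1 in the sut1Δ IPs (33.3% ± 26.5 and 14.3% ± 8.25, SD, n = 3; exact permutation P = 0.4 over IPs). Across promoters, which were also listed from these wild-type IPs, this change of -19 percentage points had a permutation P of 0.0121, and the difference between the sets, -14.3 points, a P of 0.0479. The Nrg1p-only change did not stay below 0.05 without wild-type replicate 2 (-16.7 points, permutation P = 0.0588), without wild-type replicate 3 (-7.14 points, P = 0.412) or without sut1Δ replicate 3 (-14.3 points, P = 0.138). Nor did the difference between the sets without wild-type replicate 1 (-6.14 points, permutation P = 0.45) or 3 (-3.38 points, P = 0.72), or with only the 18 promoters of each list within the range of mean wild-type scores that both share, a comparison chosen after the data were seen (-14.8 points, P = 0.104). Without such selection, promoters with an Nrg1p peak in 2 wild-type IPs had one in the third in 72.2% ± 19.2 of cases (SD, n = 3 left-out IPs, 6 to 10 promoters each) and in the sut1Δ IPs in 90% (exact permutation test over IPs, two-sided, P = 0.15). Rebuilding the combinatorial set by the rule of at least 2 replicates left 6 promoters, with an Nrg1p peak in 94.4% ± 9.62 (SD, n = 3) in the wild-type strain and in 100% in the sut1Δ strain.

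**Figure D2:**
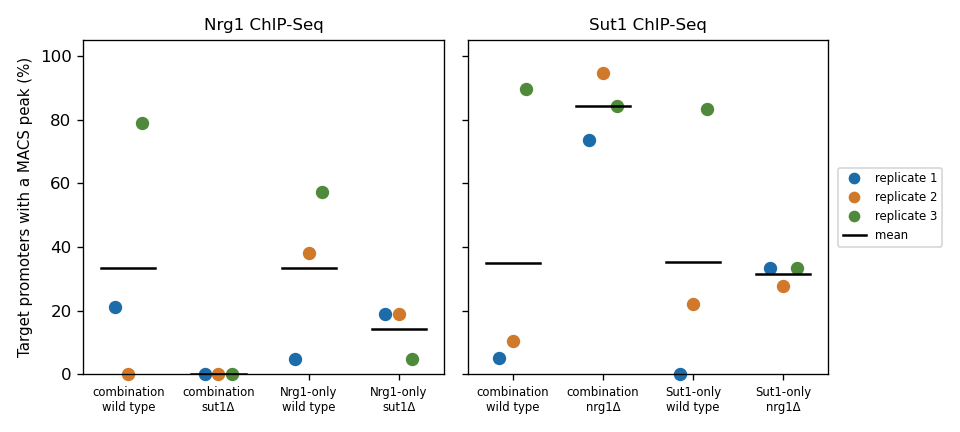
Percentage of the Table S3 promoters overlapped by a MACS peak in each IP of Nrg1p and Sut1p, for the combinatorial and single-factor lists in the wild-type and deletion strains. Each point is 1 IP and each black line the mean of 3. Wild-type replicate 3 lies apart from replicates 1 and 2 at both combinatorial lists and at the Sut1p-only list (78.9%, 89.5% and 83.3%).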

There is an observable difference in occupancy between the wild-type and sut1Δ strains for approximately five genes in the Nrg1p-only target set; interestingly two of those five genes, snR63 and YDR039C, have a match to the SUT1 binding site but were not identified as bound regions by MACS in the Sut1p ChIP-Seq. 

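At the snR63 promoter an Nrg1p peak was called in 1 of 3 wild-type IPs, on chromosome 4 from 323799 to 324407 with a score of 55.6, and in no sut1Δ IP. At the YDR039C promoter, listed as ENA2 in the annotation, it was called in 1 of 3 wild-type IPs and in 2 of 3 sut1Δ IPs, where the highest-scoring peak spans 535046 to 540464 on chromosome 4 and also covers the promoters of ENA1 and RSM10. No Sut1p peak overlapped either promoter in any of the 6 Sut1p IPs. Among the 21 Nrg1p-only promoters, the share of IPs with a peak fell for 16, rose for 4 and did not change for 1.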

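Leaving snR63 and YDR039C out of the Nrg1p-only list left 19 promoters with an Nrg1p peak in 33.3% ± 31.7 (SD, n = 3) in the wild-type strain and 12.3% ± 6.08 in the sut1Δ strain. The change was -21.1 percentage points, with P = 0.00744 across promoters (sign-flip permutation test) and P = 0.4 over IPs (exact permutation test).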

Removing these two genes from the Nrg1p-only target set increases the *P*-value for the comparison between wild-type and sut1Δ strains from 0.011 to 0.032.

In contrast to the results for the Nrg1, the ChIP-Seq data for Sut1p shows that Sut1p occupancy increases in the nrg1Δ strain (Figure 3B). This trend is significant for both the combinatorial and Sut1p-only target gene sets (*P* < 10^−6^ and < 10^−5^, respectively). In this case, it is impossible to determine if Sut1p physically depends on Nrg1p for promoter occupancy because there is a genetic interaction between SUT1 and NRG1 in which deletion of NRG1 increases the DNA-binding activity of Sut1p. It is unclear how deletion of NRG1 exerts a global effect on Sut1p activity. 

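At the combinatorial genes of Table S3, Sut1p peaks overlapped 1, 2 and 17 of 19 promoters in wild-type replicates 1, 2 and 3 (35.1% ± 47.2, SD, n = 3) and 14, 18 and 16 in the nrg1Δ IPs (84.2% ± 10.5). At the 18 Sut1p-only genes found in the annotation, they overlapped 0, 4 and 15 promoters in the wild-type IPs (35.2% ± 43.2) and 6, 5 and 6 in the nrg1Δ IPs (31.5% ± 3.21). At the combinatorial genes wild-type replicate 3 lies within the range of the nrg1Δ IPs, and at the Sut1p-only genes it lies above all of them. The spread between the wild-type IPs is therefore large beside either difference in means. By mean score, the leading Sut1p promoters with a peak in every wild-type IP were those of KTI12 and HAP4, under one peak on chromosome 11 from 230030 to 232135, and of COR1, on chromosome 2 from 135461 to 136782. In the nrg1Δ strain they had a peak in 1, 2 and 2 of 3 IPs.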

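For the combinatorial list the change in the share of promoters with a Sut1p peak was 49.1 percentage points, with P = 0.3 over IPs (exact permutation test, two-sided) and P = 0.00012 across promoters (sign-flip permutation test), where 16 promoters rose, 1 fell and 2 did not change. For the Sut1p-only list it was -3.7 points, with P = 1 over IPs (exact permutation) and P = 0.856 across promoters. With only the 117 highest-scoring peaks of each list, the length of the shortest, the combinatorial change was 21.1 points (across promoters, permutation P = 0.0547). Without wild-type replicate 3, the changes were 76.3 points for the combinatorial list and 20.4 points for the Sut1p-only list (permutation P = 0.0865 across promoters for the latter). With sets rebuilt by the rule of at least 2 replicates, 6 promoters each, the changes were -61.1 points for the combinatorial set and -33.3 points for the Sut1p-only set. These sets require a Sut1p peak in at least 2 wild-type IPs, so they leave little room for a rise.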

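Over all promoters, those with a Sut1p peak in 2 wild-type IPs were looked up in the third, and 53.1% ± 41.7 (SD, n = 3 left-out IPs) had a peak there. The same promoters had a peak in 54.8% of cases in the nrg1Δ IPs (exact permutation test over IPs, two-sided, P = 0.95, where 0.05 is the smallest possible). Without wild-type replicate 3 the nrg1Δ share was lower by comparison, a difference of -32.6 percentage points, and without replicate 2 the difference was 30.8. The number of promoters with a peak was 186, 439 and 730 in the wild-type IPs and 785, 1051 and 1168 in the nrg1Δ IPs, so that every nrg1Δ IP lay above every wild-type IP. From the rise at both target sets in its ratios, the paper reasons that NRG1 and SUT1 interact genetically, so that a physical dependence of Sut1p on Nrg1p cannot be determined.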

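No Nrg1p peak overlapped the SUT1 promoter in any of the 3 wild-type or 3 sut1Δ IPs. As a list shows only peaks above the calling threshold, weaker binding would not appear. Sut1p itself had a peak there in 1 of 3 wild-type IPs, from 196979 to 198221 on chromosome 7 with a score of 329.9, and in 1 of 3 nrg1Δ IPs. The NRG1 promoter had an Nrg1p peak in 1 of 3 IPs of either strain, and a Sut1p peak in 2 of 3 wild-type IPs and 1 of 3 nrg1Δ IPs.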

In both this study and previous studies, Nrg1p does not appear to associate with the promoter of SUT1 under the conditions of our experiment (Harbison *et al.* 2004), and deletion of NRG1 does not significantly affect the expression of SUT1 (Reimand *et al.* 2010). However, the SUT1 promoter is significantly bound by Adr1p in cell cultures shifted to low glucose conditions (Tachibana *et al.* 2005). ADR1 activates expression of genes required for nonoptimal carbon source metabolism in response to glucose starvation (Kim *et al.* 2003). Similarly, NRG1 negatively regulates genes required for nonoptimal carbon source metabolism when glucose is present in the growth media (Mertin *et al.* 1999). One possibility is that direct regulation of SUT1 by ADR1 indirectly links SUT1 and NRG1 through the glucose sensing network.

**Figure 3:**
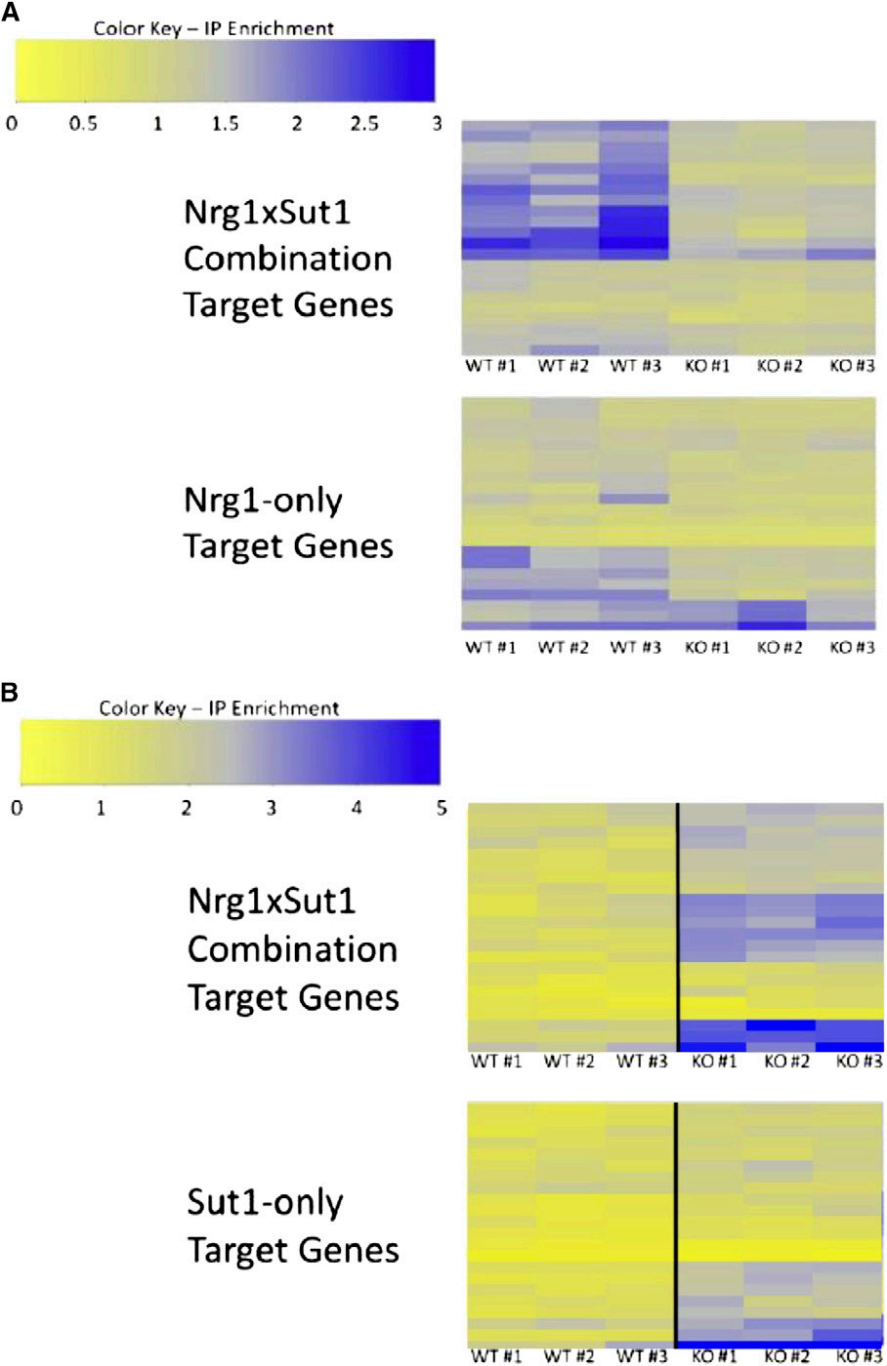
Enrichment ratios from ChIP-seq experiments. Target genes for each genotype (see *Materials and Methods* for details of peak identification). Each of individual experiments from the triplicates is shown (labeled with #). (A) Nrg1 ChIP-seq in *NRG1*::*myc* strain (top) and *NRG1*::*myc/sut1*Δ strain (bottom). (B) Sut1 ChIP-seq in *SUT1*::*myc* strain (top) and *SUT1*::*myc/nrg1*Δ strain (bottom). Gene names are provided in Table S3.

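The support for the listed genes in the wild-type peak lists can be counted. All 19 combinatorial genes found in the annotation had an Nrg1p peak in exactly 1 wild-type IP, and 18 of the 19 had a Sut1p peak in exactly 1. For the Nrg1p-only list this held for 19 of 21 genes and for the Sut1p-only list for 17 of 18. Replicate 3 supplied the peak for 15 of the 19 combinatorial genes with Nrg1p and for 16 of the 18 with Sut1p. None of the 6 promoters that meet the rule of at least 2 replicates is in the list of combinatorial genes. The list of Sut1p-only genes holds 21 entries, against 22 in the other lists of the table.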

#### Interaction between GCN4 and RTG3:

Several of the CRE combinations identified in the co-occurrence screen integrate distinct physiological processes of the cell. For one such CRE combination, GCN4 × RTG3, we used the differential ChIP-Seq assay to investigate dependencies between the TFs involved in regulation. 

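In this experiment myc-tagged Gcn4p was immunoprecipitated from wild-type and rtg3Δ yeast and myc-tagged Rtg3p from wild-type and gcn4Δ yeast, with 3 IPs per strain, each with its own INPUT sample. Cells were grown to an OD600 of 0.7 and treated with 100 nM rapamycin for 20 min. By the methods, the wild-type IPs of a factor came from a split culture and the deletion IPs from separate cultures. The wild-type spread therefore holds no variation between cultures, and the tests over IPs do not account for it. The authors called MACS peaks in each IP against its INPUT. For Gcn4p the lists hold 502, 626 and 519 peaks in the wild-type strain and 494, 416 and 551 in the rtg3Δ strain (549 ± 67.2 and 487 ± 67.8, SD, n = 3; exact permutation test, two-sided, P = 0.4). For Rtg3p they hold 297, 117 and 204 peaks in the wild-type strain and 103, 46 and 216 in the gcn4Δ strain (206 ± 90 and 122 ± 86.5; exact permutation P = 0.3). Their depth is unknown. Any pair of wild-type lists shared 27.3 to 43.5% of the bases of their union for Gcn4p and 13 to 22% for Rtg3p. Of 890 merged wild-type Gcn4p regions, 208 overlapped a wild-type Rtg3p region, against 98.2 on average and 127 at most in 1000 circular shifts. Target sets are the gene lists of Table S4. As these were drawn from the same wild-type IPs, they favor falls in the deletion strain.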

GCN4 is a transcriptional activator that induces expression of amino acid biosynthesis genes in response to nutrient starvation (Natarajan *et al.* 2001). RTG3 serves to activate expression of genes involved in the retrograde and TOR (Target Of Rapamycin) pathways (Butow and Avadhani 2004). The retrograde response signals mitochondrial dysfunction to the nucleus and induces changes in carbohydrate and nitrogen metabolism. The TOR pathway couples nutrient sensing to protein synthesis/degradation (Raught *et al.* 2001). Thus, GCN4 and RTG3 regulation should converge in nutrient starvation growth conditions. Indeed, analysis of data from a previous ChIP-chip study (Harbison *et al.* 2004) reveals that the regulatory targets bound by Gcn4p and Rtg3p significantly overlap (hyper-geometric test, *P* < 10^−12^) upon treatment with rapamycin. Rapamycin is an antifungal drug that inactivates TOR signaling in *S. cerevisiae*, which elicits a nutrient starvation response (Loewith and Hall 2011).

Following the method of Harbison *et al.* (Harbison *et al.* 2004) we treated cell cultures with rapamycin and measured Gcn4p and Rtg3p occupancy in wild-type and cofactor deletion strains. The differential ChIP-Seq experiments show that Gcn4p occupancy of combinatorial target genes is significantly greater in the wild-type yeast strain compared to the GCN4::myc9/rtg3Δ strain (*P* = 0.001) (Figure 4A). 

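Of the 29 combinatorial genes in the Gcn4p panel of Table S4, 27 were found in the annotation. Gcn4p peaks overlapped 24, 26 and 24 of these promoters in the wild-type IPs (91.4% ± 4.28, SD, n = 3) and 12, 20 and 20 in the rtg3Δ IPs (64.2% ± 17.1). Every rtg3Δ IP lay below every wild-type IP (exact permutation test, two-sided, P = 0.1, the smallest that 3 IPs against 3 allow). Across promoters, 18 fell, 1 rose and 8 did not change (sign-flip permutation, P = 7e-05). With each IP left out in turn the change, -27.2 percentage points, stayed between -32.1 and -17.3, the smallest without rtg3Δ replicate 1. Peaks in that list are narrower, with a median width of 751 bp against 1185 to 1671 bp in the wild-type lists. The other rtg3Δ lists have 1202 and 1189 bp. Its 494 peaks overlapped 442 promoters, against 629 for the 502 peaks of wild-type replicate 1. Peak width and lost binding are therefore not separated in that IP. By the rule for named genes, YMR075C-A and HHO1 had a Gcn4p peak in every wild-type IP and in no rtg3Δ IP, with the highest-scoring peaks on chromosome 13 from 414680 to 416970 and on chromosome 16 from 309011 to 310366. The leading Gcn4p promoters, those of STP2, PGM2 and YMR105W-A, had a peak in every IP of both strains.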

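Of the 29 Gcn4p-only genes of Table S4, 23 were found in the annotation. All 23 had a Gcn4p peak in each wild-type IP, and 21, 22 and 23 of them had one in the rtg3Δ IPs (95.7% ± 4.35, SD, n = 3). The change was -4.35 percentage points (exact permutation test over IPs, two-sided, P = 0.4; sign-flip permutation across promoters, P = 0.5). The difference between the lists, combinatorial minus Gcn4p-only, was -22.8 points (permutation of promoters between the lists, P = 0.00172). The lists differ in peak strength, however. The methods took the most significant targets as Gcn4p-only genes, and the median over promoters of the mean wild-type score was 913 for them and 270.1 for the combinatorial genes. In a comparison chosen after the data were seen, each combinatorial promoter was matched by this score to a promoter with a Gcn4p peak in at least 2 wild-type IPs and no Rtg3p peak in any. At these 27 promoters, with a median score of 272.4, the change was -23.5 points, and the combinatorial change differed from it by -3.7 points (permutation P = 0.758). Because the listed Gcn4p-only genes have a peak in every wild-type IP, their change can only go down. With at least 100 bp of overlap required between peak and promoter, the Gcn4p-only change was -10.1 points (permutation P = 0.0296 across promoters) and the difference between the lists was -15.8 points (P = 0.0522).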

The occupancy difference observed for the combinatorial targets is not due to global changes in Gcn4p activity; occupancy of Gcn4p-only targets was not significantly different between the two strains (*P* = 0.6). In contrast, ChIP-Seq analysis of Rtg3p indicates that Rtg3p binding is independent of Gcn4p (*P* = 0.46) (Figure 4B). These data suggest that Gcn4p depends on Rtg3p for occupancy of the GCN4 × RTG3 combinatorial target promoters, but Rtg3p binding is independent of Gcn4p. 

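Rtg3p peaks overlapped 19, 15 and 19 of the 26 combinatorial promoters found for the Rtg3p panel of Table S4 in the wild-type IPs (67.9% ± 8.88, SD, n = 3) and 4, 2 and 8 in the gcn4Δ IPs (17.9% ± 11.8). All gcn4Δ IPs lay below all wild-type IPs (exact permutation test, two-sided, P = 0.1, the smallest possible), and across promoters 23 fell and none rose (sign-flip permutation, P = 1e-05, the smallest 100000 resamples can give). At the 25 Rtg3p-only promoters found, a peak was called at 12, 9 and 5 in the wild-type IPs and at 1, 0 and 3 in the gcn4Δ IPs, a change of -29.3 percentage points (exact permutation P = 0.1 over IPs). With the 46 highest-scoring peaks of each list, the number in the shortest, the combinatorial change was -17.9 points (across promoters, permutation P = 0.0165) and the Rtg3p-only change -6.67 points (permutation P = 0.181). ACT1 and SWT21 had an Rtg3p peak in every wild-type IP and in no gcn4Δ IP. The leading Rtg3p promoters, those of RDN5-1, ATG16 and CVM1, had one in every IP of both strains.

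**Figure D3:**
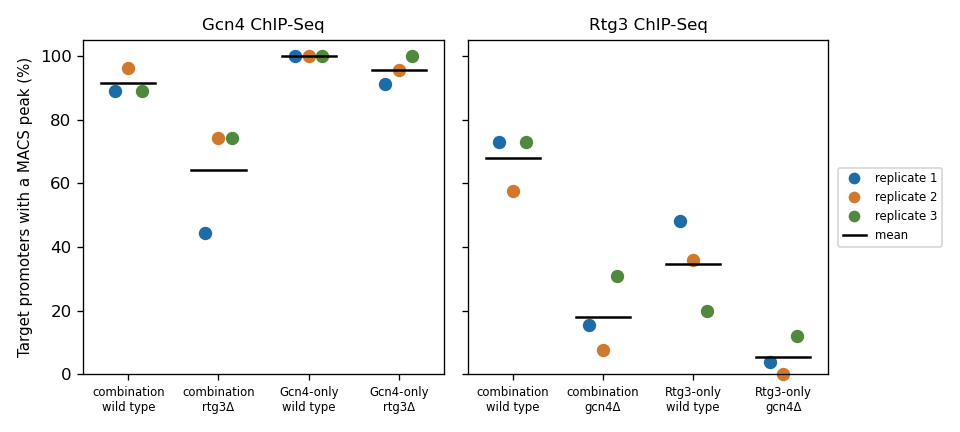
Percentage of the Table S4 promoters overlapped by a MACS peak in each IP of Gcn4p and Rtg3p, for the combinatorial and single-factor lists in the wild-type and deletion strains. Each point is 1 IP and each black line the mean of 3. Combinatorial points fall from a mean of 91.4% to 64.2% for Gcn4p and from 67.9% to 17.9% for Rtg3p.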

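Without regard to the gene lists, promoters with a Gcn4p peak in 2 wild-type IPs had one in the third in 74.2% ± 12.6 of cases (SD, n = 3 left-out IPs) and in the rtg3Δ IPs in 62.9% (exact permutation test over IPs, two-sided, P = 0.35). For Rtg3p the values were 60.7% ± 28.5 in the left-out wild-type IP and 28.8% in the gcn4Δ IPs (exact permutation P = 0.1). The smallest P here is 0.05. Without Gcn4p wild-type replicate 2 the Gcn4p difference was 0.494 percentage points, and without Rtg3p wild-type replicate 1 the Rtg3p difference was -10.4. The paper bases its proposal that Gcn4p depends on Rtg3p, and Rtg3p not on Gcn4p, on the differences in occupancy between strains shown in Figure 4.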

Similar results have been observed previously for GCN4-mediated gene regulation (Devlin *et al.* 1991). Rap1p binds the HIS4 promoter independently of Gcn4p, but Rap1p binding is required for Gcn4p activation of HIS4 (Devlin *et al.* 1991). In a later study, it was concluded that Rap1p overcomes a repressive chromatin structure at the HIS4 promoter and increases promoter accessibility for Gcn4p (Sierro *et al.* 2008). RTG3 may act in a similar fashion; although Rtg3p can act as a transcriptional activator, components of the SAGA chromatin remodeling complex, Ada2p and Gcn5p, are required for Rtg3p activity (Pray-Grant *et al.* 2002). Rtg3p is also known to physically interact with other chromatin remodeling complexes including SLIK (Pray-Grant *et al.* 2002) and the Tup1-Cyc8 repressor complex (Conlan *et al.* 1999). Additionally, Rtg3p may recruit the RSC nucleosome-remodeling complex (Ng *et al.* 2002). One possible model that accounts for the observed results and is consistent with previous studies involves Rtg3p altering the chromatin state of the CRE combination target genes to permit GCN4 occupancy.

**Figure 4:**
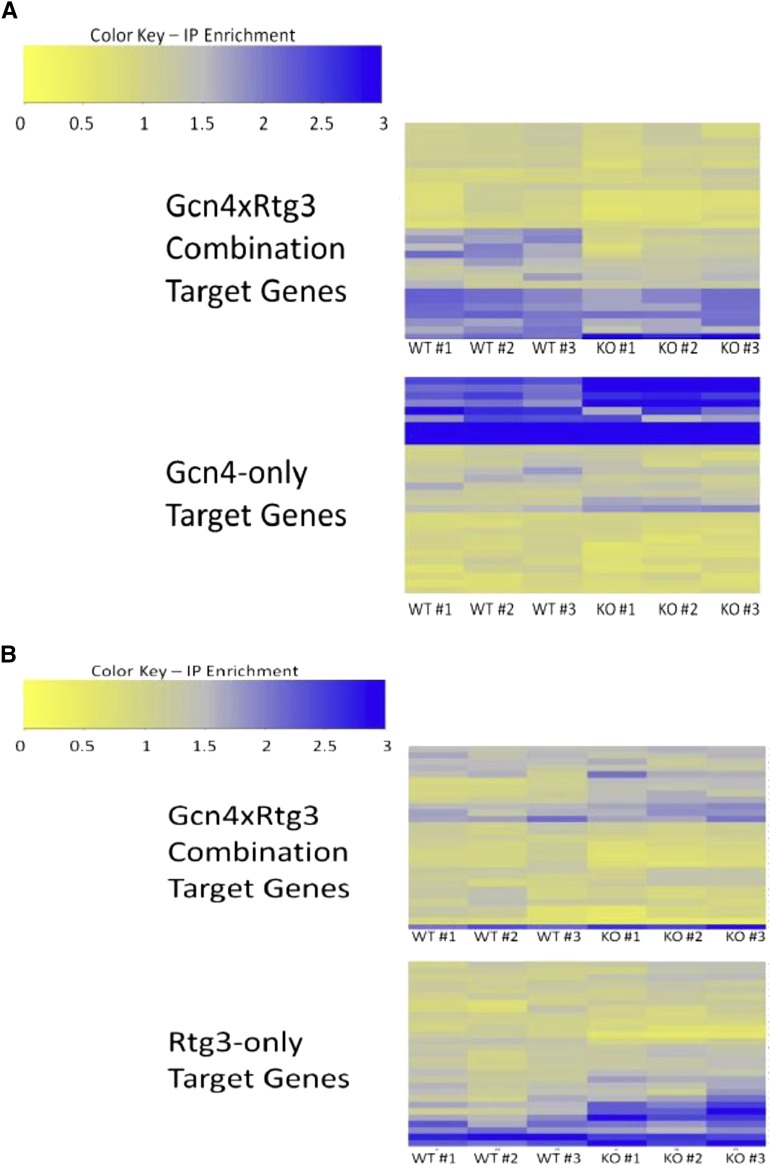
Enrichment ratios from ChIP-seq experiments. (A)Gcn4 ChIP-seq in *GCN4*::*myc* strain (top) and *GCN4*::*myc/rtg3*Δ strain (bottom). (B) Rtg3 ChIP-seq in *RTG3*::*myc* (top) and *RTG3*::*myc/gcn4*Δ (bottom). Gene names are provided in Table S4.

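In the wild-type peak lists, all 27 Gcn4p-panel combinatorial genes found in the annotation had a Gcn4p peak in at least 2 IPs, and 20 of them in all 3. All 23 Gcn4p-only genes had one in all 3. Of the 26 Rtg3p-panel combinatorial genes, 20 had an Rtg3p peak in at least 2 IPs and 6 in 1. Of the 25 Rtg3p-only genes, 2 had a peak in 2 IPs, 22 in 1 and 1 in none. The set of 59 promoters that meet the rule of at least 2 replicates includes 20 of the listed combinatorial genes.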

### CRE combinations can identify species-specific gene expression patterns

Studies of interspecies *Saccharomyces* hybrids indicate that expression divergence between species is largely a consequence of differences in *cis*-regulation (Tirosh *et al.* 2009; Bullard *et al.* 2010). The term “rewiring” refers to differences in gene regulatory connections between species that result from variations in *cis*-regulatory content (Tuch *et al.* 2008a; Xie *et al.* 2010; Reece-Hoyes *et al.* 2013). However, despite divergence in promoter sequences between species, orthologous genes often display relatively conserved expression patterns (Weirauch and Hughes 2010). Similarly, gain and loss of CREs between species is only poorly correlated with expression divergence (Tirosh *et al.* 2008). However, most previous studies have only focused on individual CREs.

#### Expression coherence corresponds to co-occurrences of CREs, not individual CREs:

Using the CRE combinations identified in our co-occurrence screen, we searched for examples of rewiring between both *S. cerevisiae* and *S. bayanus* using two criteria. First, there had to be sets of genes containing the predicted CRE combination in both species, and also sets of genes with the predicted CRE combination that were unique to each species; we are specifically looking for gain and loss of genes regulated by the CRE combination in both species. Second, there must be conditions for which gene expression assays demonstrate that the genes with the CRE combination are coherently expressed in both species. Using expression data from several different environmental conditions for both *S. cerevisiae* (Gasch *et al.* 2000) and *S. bayanus* ([Bibr bib29][Bibr bib30]), 275 CRE combinations met both criteria. We then measured the expression coherence in three sets of genes defined by the occurrence of the CRE combination: set A are the genes with the CRE combination only in *S. cerevisiae*; set B are the genes with the CRE combination in both *S. cerevisiae* and *S. bayanus*; set C are the genes with the CRE combination only in *S. bayanus* (Figure 5).

**Figure 5:**
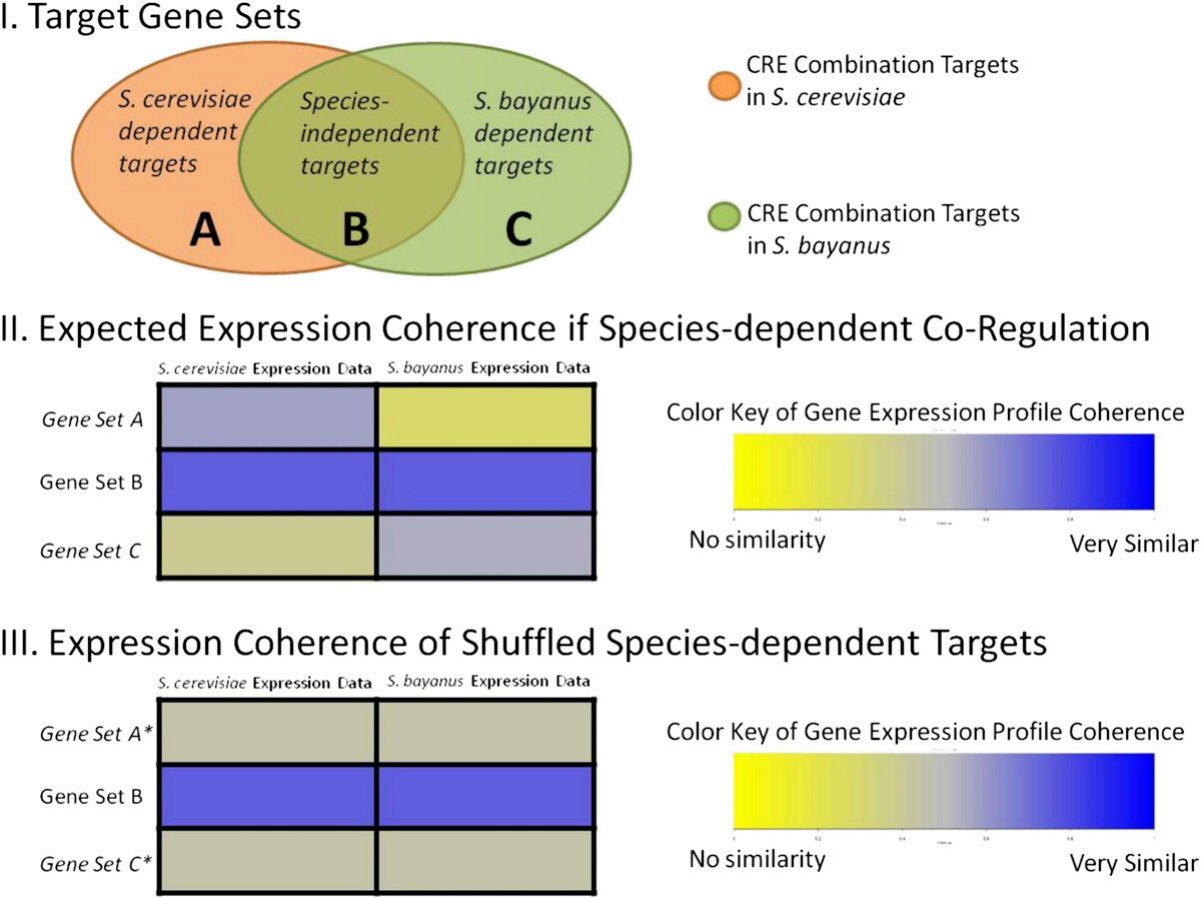
Graphical representation of expression analysis between *S. cerevisiae* and *S. bayanus*. In section I CRE combination target genes are predicted in each species and the overlap defines three target gene sets (A, B, C). Section II shows the average correlation coefficient observed when comparing expression profiles of each gene set with gene set *B* for the two different gene expression datasets. Section III shows a decrease in the average correlation between target gene sets and gene set *B* when genes are randomly assigned to either set *A* or *C* in simulation experiments.

Of the 275 CRE combinations considered, we identified 81 CRE pairs (*P* < 0.05; Table S5) for which the expression profiles of *A* and *B*, but not *C*, were significantly similar in *S. cerevisiae* while *C* and *B*, but not *A*, were significantly similar in *S. bayanus*. This result indicates that the CRE combinations we identified have species-specific regulatory targets in both *S. cerevisiae* and *S. bayanus*. These regulatory targets have similar expression profiles to the species-independent target genes in the appropriate species, while the remaining genes which lack the CRE combination do not display a similar expression profile. In these cases, gain and loss of a combination of CREs between species accurately predicts gain and loss of expression coherence.

Figure 6 shows the results for the CRE combination MBP1 × STB3. In *S. cerevisiae* there is much higher expression coherence between the genes in sets A and B than in C, whereas in *S. bayanus* the much higher expression coherence is between genes in sets B and C rather than A.

**Figure 6:**
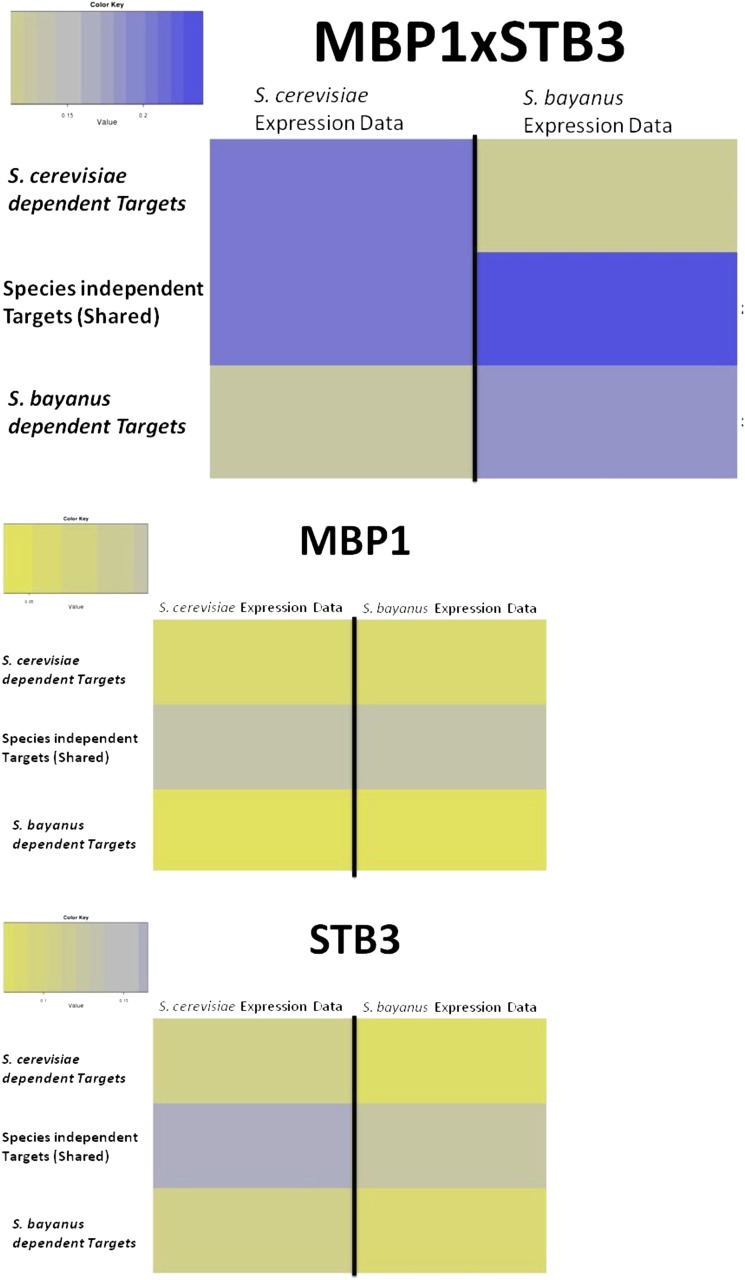
Expression profile similarity between gene sets for each species. Predicted genes regulated by MBP1 and STB3 CREs (top) for both species and all three gene sets (A, B, C), for MBP1-only predicted genes (middle) and for STB3-only predicted genes (bottom).

A comparable analysis using individual CREs to predict species-specific gene regulation in *S. bayanus* and *S. cerevisiae* to determine if gain/loss of individual CREs can predict differences in expression patterns between species shows no such difference in expression coherence (Figure 6). These results mirror the findings of previous attempts to predict genome-wide transcriptional rewiring between species using individual CREs (Zhang *et al.* 2004; Tirosh *et al.* 2008). Figure S3 shows an additional set of 18 pairs that show significant rewiring between *S. cerevisiae* and *S. bayanus*.

#### Species-specific target gene pathway enrichment:

An interesting hypothesis is that the CRE combinations with species-specific targets are responsible for regulating different biological processes within each species. The alternative is that there is no enrichment among the different gene sets for distinct biological processes and the species-specific targets have been acquired at random. We examined the different gene sets defined for each CRE combination to determine if any of the gene sets exhibited enrichment for a particular biological process that was exclusive to that gene set. In fact, for several of the CRE combinations with species-specific regulatory targets, at least one of the gene sets (A, B or C) is significantly enriched for a biological pathway not associated with any of the genes in the other two gene sets (Table S6).

For several of the combinations, more than one of the gene sets has an exclusive biological pathway enrichment. As an example, the CRE combination ARG80 × GCN4 regulates genes associated with arginine biosynthesis (GO term 6526) in both *S. cerevisiae* and *S. bayanus* (*P* < 10^−4^), but in *S. bayanus* the combination is also associated with regulation of lysine metabolism (GO term 9085; *P* < 10^−3^). GCN4 is a master regulator of amino acid biosynthesis (Natarajan *et al.* 2001) and ARG80 is responsible for arginine biosynthesis (Dubois *et al.* 1987), so the association with the GO category for arginine biosynthesis is not surprising. However ARG80 is not known to be associated with lysine biosynthesis, so this *S. bayanus*-specific pathway association could indicate that the regulatory role of ARG80 has expanded in *S. bayanus*.

### Conclusions

The combination of CREs in a promoter is an important determinant of gene expression patterns but we have only a limited understanding of which TFs interact. We have developed a computational approach to determine if a conserved pattern of CRE spacing in multiple, unaligned genomes can predict combinatorial regulation. The ability of this method to recover known CRE combinations indicates that conserved patterns of CRE clustering can be used to infer modular regulatory function, and extensive supporting evidence also indicates the reliability of the method. Experimental tests of two new interacting TF pairs verified the predictions but also showed asymmetry in the binding requirements. Previous methods to infer combinatorial regulation from CRE proximity often only considered a single genome or use multiple-species alignments as a filter to reduce the size of the genome before assessing CRE co-occurrence. By using multiple species but not requiring aligned orthologous promoters we use more extensive data to identify co-occurring TF pairs and can include examples of rewiring of the regulatory network. TF motif degeneracy complicates the detection of functional *cis*-regulatory modules for all methods because many nonfunctional CRE co-occurrences will be observed by chance. This effect could be reduced by using DNA accessibility information, but that is often not available. However, if two CREs cluster together in the genome to coordinately regulate gene expression, these observations occur in addition to the random co-occurrences of any two CREs. With enough observations, a nonrandom pattern of CRE clustering can be more easily distinguished from a random pattern. Differences in the gene sets containing significant TF pairs can indicate evolutionary rewiring events, something that is often difficult to predict reliably using only single TF binding site predictions.

## Supplementary Material

Supporting Information

# Supplementary material for: Combinatorial Cis-regulation in Saccharomyces Species
**Source:** G3 (Bethesda). 2016 Jan 12;6(3):653–67. doi: 10.1534/g3.115.024331
**Supplement:** Supporting Information

Combinatorial Cis-regulation in Saccharomyces Species — Supporting Information 

# Combinatorial *Cis*-regulation in *Saccharomyces* Species

## Supporting Information for Spivak and Stormo, 2016

**Files in this Data Supplement:**

- Supporting Information - File contains all Supporting Figures and Tables. (.pdf, 3,272 KB)
- Figure S2 - Enrichment ratios are depicted as a heat map for each replicate in *SWI6::myc* and *SWI6::myc/swi4Δ* ChIP experiments. (.pdf, 337 KB)
- Figure S3 - Heat Maps for the most definitive examples of CRE combination rewiring. (.pdf, 405 KB)
- Table S3 - Figure 3 gene names (in order, top to bottom). (.pdf, 235 KB)
- Table S4 - Figure 4 Gene names (in order, top to bottom). (.pdf, 176 KB)
- Table S5 - 81 CRE pairs with significant (P<0.05) rewiring. (.pdf, 236 KB)
- Table S6 - GO pathway enrichment of significantly rewired CRE combinations (p<0.01). (.pdf, 227 KB)
- Figure S1 - Phylogenetic screen identifies co-occurring CREs with spacing bias. (.pdf, 300 KB)
- Table S1 - CRE combinations and supporting experimental evidence. (.zip, 1,109 KB)
- Table S2 - List of TF pairs identified from 7 Genome search, and number of co-occurrences in promoters for each species. (.zip, 396 KB)

# Supplementary material for: Combinatorial Cis-regulation in Saccharomyces Species
**Source:** G3 (Bethesda). 2016 Jan 12;6(3):653–67. doi: 10.1534/g3.115.024331
**Supplement:** Supporting Information

**Table S3.**

Figure 3 gene names (in order, top to bottom)

Top Panel

Ngr1 x Sut1 Combination Target Genes (UPPER)

YPR091C  
YEL063C  
YDR373W  
YDR372C  
YJR094W-A  
YKR027W  
YJL104W  
YMR158W-B  
YBR166C  
YKL138C-A  
YLR061W  
YPR007C  
tS (UGA) P  
YHR055C  
YPR092W  
YPR008W  
YMR160W  
YFL037W  
YPR072W  
snR51  
snR70  
YBR167C

Nrg1-only Target Genes (LOWER)

YOR074C  
YOR075W  
YBR008C  
YJR095W  
YOR073W-A  
RUF20  
YFL004W  
YPR190C  
YBR009C  
YEL003W  
YBR010W  
YBR058C-A  
YFL026W  
YFL027C  
YDR056C  
YDR057W  
YDR039C  
snR63  
YBR058C  
YPL189C-A  
YPL189W

YMR319C

Bottom Panel

Nrg1 x Sut1 Combination Target Genes (UPPER)

YPR007C  
YPR091C  
tS (UGA) P  
snR51  
YDR373W  
YDR372C  
snR70  
YFL037W  
YKL138C-A  
YLR061W  
YPR008W  
YMR158W-B  
YJL104W  
YKR027W  
YBR167C  
YPR092W  
YPR072W  
YMR160W  
YHR055C  
YEL063C  
YJR094W-A  
YBR166C

Sut1-only Target Genes (LOWER)

YOR216C  
YJL200C  
YJL144W  
YHL034C  
YPL056C  
YMR193W  
YNL117W  
YGR270C-A  
YIR024C  
YER060W-A  
YCR088W  
YHL050W-A  
YAL069W  
YGR097W  
YGR129W  
YDR070C  
YKR090W  
YJL141C  
YFR040W  
YOR109W  
YHR007C-A

# Supplementary material for: Combinatorial Cis-regulation in Saccharomyces Species
**Source:** G3 (Bethesda). 2016 Jan 12;6(3):653–67. doi: 10.1534/g3.115.024331
**Supplement:** Supporting Information

**Table S4.**

FIGURE 4 GENE NAMES (in order, top to bottom)

Top Panel

Gcn4 x Rtg3 Combination Target Genes (UPPER)

YNL142W  
YNL143C  
YDR051C  
YJL136C  
YJL135W  
YHR060W  
YGR161C  
YPL021W  
YNL187W  
YMR159C  
YMR160W  
YJR090C  
YMR158C-A  
YPL179W  
YPL127C  
YNL078W  
YMR075C-A  
YDL053C  
YJR094W-A  
YFL039C  
LSR1  
YIL117C  
YHR152W  
YHR151C  
YDL054C  
YBR008C  
YPL156C  
YJL134W  
YMR158W-B

Gcn4-only Target Genes (LOWER)

YDL170W  
YDL171C  
YPL273W  
YLL027W  
YGR193C  
YMR175W-A  
YNL228W  
YHR063C  
YOL058W  
YMR174C  
YNL174W

YOR282W  
YLR169W  
YHR098C  
YKR014C  
YPL260W  
YPR008W  
YPL250C  
YBL049W  
RPR1  
YDR363W  
YMR105C  
YPR184W  
YIL135C  
tR(UCU)B  
YDR135C  
YMR172C-A  
YJR151W-A  
YDR378C

Bottom Panel

Gcn4 x Rtg3 Combination Target Genes (UPPER)

YJR094W-A  
YJL134W  
LSR1  
YPL127C  
YMR075C-A  
YJR090C  
YMR158C-A  
YHR060W  
YPL021W  
YFL039C  
YDL053C  
YDL054C  
YHR152W  
YHR151C  
YPL179W  
YIL117C  
YJL136C  
YJL135W  
YPL156C  
YNL187W  
YDR051C  
YBR008C  
YNL142W  
YNL143C  
YNL078W  
YMR159C  
YMR160W  
YGR141C  
YMR158W-B

Rtg3-only Target Genes (LOWER)

YHR056W-A

YDR366C

YLR458W

YML081W

YEL009C-A

YDR302W

YDR070C

YBL058W

YMR253C

YLP298C

YHR050W-A

YIL047C

YPR046W

tS (AGA) M

YGR024C

YPR194C

YER065C

YDR342C

YIR029W

YDR507C

YMR097C

YDR319C

YLR033W

YMR133W

YKR098C

YNL252C

YNL112W

YDR214W

YHR039C

# Supplementary material for: Combinatorial Cis-regulation in Saccharomyces Species
**Source:** G3 (Bethesda). 2016 Jan 12;6(3):653–67. doi: 10.1534/g3.115.024331
**Supplement:** Supporting Information

Table S5. 81 CRE pairs with significant ( $P < 0.05$ ) rewiring

| Pair       | P-value |
|------------|---------|
| ABF1xHAC1  | 0.0114  |
| ABF1xRPN4  | 0.0264  |
| ABF1xSTB1  | 0       |
| AFT2xCAT8  | 0.011   |
| AFT2xMIG1  | 0.0327  |
| AFT2xZMS1  | 0.0037  |
| ARG80xGCN4 | 0.0197  |
| CAT8xUME6  | 0.037   |
| CBF1xCRZ1  | 0.0013  |
| CBF1xPHD1  | 0       |
| CRZ1xSTP1  | 0.002   |
| CRZ1xSUT1  | 0.037   |
| CRZ1xTYE7  | 0.0112  |
| DAL80xGAT1 | 0.0001  |
| DAL80xGLN3 | 0.0036  |
| DAL80xGZF3 | 0.0009  |
| DAL82xPHD1 | 0.0015  |
| EDS1xHSF1  | 0.0137  |
| EDS1xMBP1  | 0.0016  |
| EDS1xPBF2  | 0.0109  |
| FKH1xSTB1  | 0.0036  |
| FKH1xSWI4  | 0.0011  |
| FKH1xSWI6  | 0.0013  |
| FKH2xSTB1  | 0.0111  |
| FKH2xSWI4  | 0       |
| FKH2xSWI6  | 0.0013  |
| GIS1xMIG3  | 0.0015  |
| GIS1xNRG1  | 0.0001  |
| GIS1xRDS2  | 0.0048  |
| GIS1xSTP1  | 0.0166  |
| GIS1xSUT1  | 0.0122  |
| HAC1xSWI6  | 0.0022  |
| HAP1xZMS1  | 0.0258  |
| HAP2xRSC3  | 0.013   |
| MBP1xREB1  | 0.0199  |
| MBP1xSTB1  | 0.0315  |
| MBP1xSWI6  | 0.0018  |
| MET32xPHO4 | 0.0093  |
| MIG1xPDR1  | 0.0001  |
| MIG1xRCS1  | 0.0004  |
| MIG1xRPH1  | 0.007   |
| MIG1xSTP1  | 0       |
| MIG1xSTP2  | 0       |
| MIG1xUME6  | 0.002   |
| MIG3xMSN4  | 0.0434  |
| MIG3xPDR1  | 0       |
| MIG3xRGM1  | 0.0011  |

|              |        |
|--------------|--------|
| MIG3xSTB5    | 0.0001 |
| MIG3xSTP1    | 0.0004 |
| MIG3xSTP2    | 0.0255 |
| MIG3xUME6    | 0.0196 |
| MIG3xYER130C | 0.0045 |
| MIG3xYPL230W | 0.002  |
| MIG3xZMS1    | 0.0014 |
| MSN2xYDR026C | 0.0197 |
| MSN2xYJL103C | 0.0161 |
| NRG1xRGM1    | 0      |
| NRG1xYPL230W | 0.0004 |
| NRG1xZMS1    | 0      |
| PBF1xSTB3    | 0.0012 |
| PHD1xPHO4    | 0      |
| PHD1xSUT1    | 0.0016 |
| PHD1xYER184C | 0.0022 |
| PHD1xYJL103C | 0.0026 |
| RDS2xRGM1    | 0.0047 |
| RDS2xYPL230W | 0.0044 |
| REB1xSTB3    | 0.0024 |
| RGM1xSTP1    | 0.0181 |
| RGM1xSUT1    | 0.0153 |
| RPH1xZMS1    | 0.0002 |
| RPN4xYDR026C | 0.0303 |
| STB2xSWI6    | 0.001  |
| STB3xYBL054W | 0.0003 |
| STP1xYER184C | 0.0045 |
| STP1xYJL103C | 0.0107 |
| STP1xYPL230W | 0.0161 |
| SUT1xUME6    | 0.0012 |
| SUT1xYER184C | 0.0004 |
| SUT1xYJL103C | 0.0001 |
| SUT1xYPL230W | 0.0121 |
| SWI4xSWI6    | 0.0017 |

# Supplementary material for: Combinatorial Cis-regulation in Saccharomyces Species
**Source:** G3 (Bethesda). 2016 Jan 12;6(3):653–67. doi: 10.1534/g3.115.024331
**Supplement:** Supporting Information

Table S2. List of TF pairs identified from 7 Genome search, and number of co-occurrences in promoters for each species. (Data also available in TableS2.xls)

How the deposited data were processed for this re-analysis (not part of the article)

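The measurements are ChIP-Seq peak lists of 6 myc-tagged transcription factors of Saccharomyces cerevisiae, each immunoprecipitated from a wild-type strain and from a strain lacking its cofactor. The sample labels give 50 samples, of which 30 are IPs and 20 INPUT samples. There are 3 IPs per strain for Gcn4p, Rtg3p, Nrg1p and Sut1p, 2 for Swi6p and 1 for Swi4p. The methods describe triplicates, made for wild-type strains by splitting one culture, so that wild-type replicates of a factor share their growth while deletion strains were grown separately. Differences between strains therefore include differences between cultures.

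The authors aligned reads of 42 bases to the yeast genome with Novoalign, kept uniquely aligned reads and called peaks with MACS in each IP against INPUT, without pooling replicates. The deposited score of each peak is the authors' MACS score, which is at least 50 in all lists. It was used to rank or filter peaks within a list. Its mean over wild-type IPs, with an IP without a peak counted as 0, served to rank and match promoters. Medians of scores were compared between sets and lists, although depth is unknown. The version of MACS and the genome build are not given in the sources used here. Peak starts below the first base, 21 in all, were set to the chromosome start. The lists hold no read counts, so the depth per IP is unknown, and neither intervals nor detection limits based on depth can be given. The paper's tests rest on the ratio of normalized IP to INPUT reads at each promoter. That ratio is not part of the peak lists, so occupancy was taken here as the presence of a called peak.

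Positions are printed as the peak lists give them, counted from 1. Names and promoters come from the R64 reference annotation with 6431 nuclear genes, 1 of which has no strand in its systematic name and was left out. Promoters are the 600 bp upstream of a gene, and a peak had to overlap by at least 1 bp. Gene names in Tables S3 and S4 were matched to systematic names, symbols and synonyms, and 178 of 203 entries matched. Entries that did not match were left out. As the build is not named, the match was checked by moving all promoters, and listed entries had a peak most often with the annotation in place.

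For each factor, the share of a target set's promoters with a peak was computed per IP, and strains were compared with a two-sided exact permutation test over IPs, in which 3 against 3 cannot go below 0.1 and 2 against 2 not below 0.333. Beside it, a sign-flip permutation test with 100000 resamples was run across promoters, which are not replicates and often share a peak. Target sets are the lists of Tables S3 and S4, and for Swi4p and Swi6p sets rebuilt by the rule in the methods. Sets rebuilt here required a peak in at least 2 wild-type IPs of a factor, or in the single wild-type IP of Swi4p. Single-factor sets also required no peak in any wild-type IP of the partner and were limited to the size of the combinatorial set by mean score. Peak overlaps were compared with 1000 circular shifts along the chromosomes. Genes named in the text are those the study names beside these experiments, the 6 tagged genes, the 3 promoters with the highest mean score among those with a peak in every wild-type IP of a factor, and up to 3 promoters per combinatorial set and factor with a peak in every IP of one strain and none of the other. Promoters with equal scores were taken in the order of the annotation. The names in Tables S3 and S4 and the pictures of Figures 3 and 4 had been seen when this rule was set.

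Alternatives tried were a score of at least 100, an overlap of at least 100 bp, promoters of 300 bp, protein-coding genes only, other levels of replicate support, rebuilt sets, equal numbers of peaks, removal of shared regions, leaving out each IP, a replicate block and comparisons of promoters with similar wild-type scores. The test functions were tested on 200 simulated sets of 40 promoters each. A planted difference of -50 percentage points was recovered as -50.2 on average, and 4% of sets without a difference had P below 0.05 across promoters. The simulated promoters were drawn independently, with the same rate in every IP of a strain and no choice on wild-type IPs. The real sets differ in all of these, so the 4% checks the functions only. It is not the error rate of the P-values across promoters given here. A search for consensus motifs in the peaks was not run, since no genome sequence was used here. Analyses used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and Matplotlib 3.10.9.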

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

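The tests in this part at tRNA genes in the Swi6p lists were chosen after the values were seen. So was the test that shifts both factors of a pair together. The rule of at least 3 factors was set after the planned rule of 5 or 6 factors had left 1 region.

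Peaks at tRNA genes stood out in the wild-type Swi6p lists, which the paper does not report on. Of 228 peaks in replicate 1, 59 overlapped 1 of the 275 tRNA genes (25.9%), and of 204 peaks in replicate 2, 54 did (26.5%). Circular shifts of the same peaks gave 12.1 and 9.03 on average and 26 and 18 at most. A recovery of tRNA genes in every IP, whatever the tag, would raise the other lists as well. In the 26 lists of the other 5 factors the share ranged from 0 to 9.34%, and only 4 of them lay above their shifts at a P below 0.05, which argues against it as the whole cause. What stays open is a property of the Swi6p libraries or cultures alone, since IPs from an untagged strain were not analysed here. A biological association of Swi6p with these regions was not tested. Of the 102 Swi6p-only promoters, 22 had their wild-type replicate 1 peak over a tRNA gene, against 8 of the 102 combinatorial promoters.

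Some regions had peaks of several factors that the study paired otherwise. In the wild-type lists, 30 merged regions had peaks of at least 3 of the 6 factors, each in at least 2 IPs (1 for Swi4p). Shifting each factor's lists independently gave 9.73 such regions on average and 20 at most in 1000 shifts. Of these regions, 2 overlapped a tRNA gene and 0 lay within 20 kb of a chromosome end, and as many or more did so in shares of 0.771 and 1 of the shifts, so neither tRNA genes nor chromosome ends account for them. The shifts of single factors break the overlap within the study's own pairs. With both factors of a pair shifted together, 22.7 such regions were found on average and 37 at most, and a share of 0.0539 of the shifts gave as many. The overlap within the pairs together with a chance overlap of another factor may therefore account for the number, and an excess across the pairs is not shown. The region with 5 factors lies on chromosome 13 from 302293 to 307912, over the promoters of ERG5, SOK2 and SPO20, and was chosen after its values were seen. Whether such regions are recovered without any tag, and whether the factors act there together, was not tested.

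Outside the genes listed in Table S3, 191 promoters had a Sut1p peak in every nrg1Δ IP and in no wild-type IP, and 3 promoters had the reverse. The nrg1Δ lists are longer. With the 117 highest-scoring peaks of each list the numbers were 29 and 2. The test had been set to read more promoters in nrg1Δ alone as against list length, and this is what it gave, but it is left open. List length and a change in Sut1p binding cannot be told apart here, because wild-type replicate 3 shares few peaks with the other two wild-type IPs, and this alone keeps the number of promoters bound in every wild-type IP low. An effect of NRG1 deletion remains open.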

How the results depend on the processing

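The alternatives were set before the data were examined, except counting promoters under one peak once, moving the promoters by 300 bp, comparing promoters of similar wild-type scores and the rule of at least 3 factors. For shares of promoters, the threshold meant here is P = 0.05 of the permutation test across promoters. The Swi4p and Swi6p sets have a peak in every wild-type IP by construction. At the main setting they can only lose peaks, so this P-value counts lost peaks there. As Swi4p has 1 IP per strain, only its changes are given. The sets are held fixed in the alternatives, where some gain peaks. The listed and the rebuilt sets were also chosen on the wild-type IPs, which favors falls. No test of shares over IPs can pass it in these designs, and no depth is known, so depth limits cannot be given.

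Some results kept their direction and their side of the threshold under the alternatives run for them. These are the falls at combinatorial targets for Gcn4p and Rtg3p. With each IP left out in turn they ranged from -32.1 to -17.3 and from -56.4 to -44.9 percentage points. For Swi6p the range was from -99 to -98, but the 3 and 8 peaks of the swi4Δ lists fix this fall, so it says nothing about stability. For Sut1p-only targets no setting passed the threshold, and the sign depended on the IPs used, from -21.3 without wild-type replicate 1 to 20.4 without wild-type replicate 3, and on the processing with all IPs in, with 9.26 at a score of at least 100 and 3.7 with equal numbers of top-scoring peaks (main value -3.7).

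With a score of at least 100, the difference in peaks per IP was 32.7 for Gcn4p (main value -62) and -128 for Swi6p (-210.5), and GCN4 × RTG3 had 17 combinatorial targets (59). The Nrg1p change was -8.77 at combinatorial targets (-33.3) and 6.35 at Nrg1p-only targets (-19). The Swi4p-only change was 17.4 (-21.7), and the Swi4p change at combinatorial targets was -6.86 (-5.88). The difference between sets was -12.3 for Rtg3p (-20.7) and -24.2 for Swi4p (15.9). With an overlap of at least 100 bp, the Gcn4p-only change passed the threshold at -10.1 (-4.35) and the Gcn4p difference between sets did not at -15.8 (-22.8). The Swi4p change was then -4.9 (-5.88) at combinatorial targets, and its difference between sets 8.14. With promoters of 300 bp, the Gcn4p-only change was -10.1, past the threshold, while the Rtg3p difference between sets, -13, was not. The Swi4p combinatorial change was -2.94. Limiting the analysis to protein-coding genes or leaving out the region shared by 5 factors changed no call.

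Support from every wild-type IP gave 14 GCN4 × RTG3 and 2 NRG1 × SUT1 targets, and support from at least 1 gave 240 and 77. Rebuilt sets turned the Nrg1p changes to 5.56 at combinatorial and 33.3 at Nrg1p-only targets, and the Sut1p combinatorial change to -61.1 (49.1) with a permutation P of 0.0312, which is the smallest that sign flips of 6 promoters allow and follows from a set chosen for wild-type Sut1p peaks. The 6 promoters lie under 5 peak regions. They gave differences between sets of -27.8 for Sut1p (52.8) and 2.83 for Rtg3p, and a Gcn4p-only change of -10.2, past the threshold. These sets have 6 promoters or fewer for Nrg1p and Sut1p. The cause of the other changes was not tested.

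With equal numbers of top-scoring peaks, the Rtg3p-only change was -6.67 (-29.3) and the Rtg3p difference between sets -11.3. The Nrg1p combinatorial change was -5.26 and its difference between sets 5.85 (-14.3), with 9 peaks per list. For Sut1p the combinatorial change was 21.1 and the difference between sets 17.4, neither past the threshold. The Swi4p change was -34.8 at Swi4p-only targets (-21.7) and -14.7 at combinatorial targets (-5.88). For Swi6p 3 peaks per list remain, so its values, -13.7 at combinatorial targets, 0 at Swi6p-only targets and -13.7 between sets (1.47), say nothing about the strains.

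The listed sets differ in mean wild-type score, in which an IP without a peak counts as 0. For Gcn4p its median was 270.1 at combinatorial and 913 at Gcn4p-only genes. For Rtg3p it was 94.7 at combinatorial and 40.9 at Rtg3p-only genes. The Rtg3p gap also reflects the number of IPs with a peak. A peak in only 1 wild-type IP was found for 22 of 25 Rtg3p-only genes, against 6 of 26 combinatorial genes. With single-factor promoters matched one to one to the combinatorial promoters by wild-type score, the single-factor change for Gcn4p was -23.5 (-4.35), past the threshold, and the difference between sets was -3.7 (-22.8) for Gcn4p and 5.13 (-20.7) for Rtg3p, neither past it. With only the promoters within the range of scores that both lists share, the Nrg1p difference between sets was -14.8, no longer past the threshold, and that of Gcn4p, -18.3, was. This range leaves the Gcn4p lists unequal, with medians of 287 and 913.

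Counting promoters under one peak once gave -15.4 for Nrg1p-only targets, not past the threshold. For Swi4p it gave -4 at combinatorial targets and 16 for the difference between sets. Moving promoters by 300 bp to higher coordinates gave a Gcn4p-only change of -13, past the threshold, differences between sets of -13.1 for Rtg3p and -8.86 for Nrg1p, and a Swi4p combinatorial change of -1.96. Moving them to lower coordinates gave differences between sets of -13.7 for Gcn4p and 15 for Swi4p, and a Swi4p combinatorial change of 1.96. The cause was not tested.

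With each IP left out in turn, GCN4 × RTG3 targets ranged from 23 to 50 (23 without Rtg3p wild-type replicate 1, 28 without its replicate 3, 37 without Gcn4p wild-type replicate 2) and NRG1 × SUT1 targets from 2 to 6 (2 without Sut1p wild-type replicate 1 or 2). The Nrg1p combinatorial change ranged from -50 to -10.5, weakest without wild-type replicate 3. The Nrg1p-only change ranged from -33.3 to -7.14, and it missed the threshold without wild-type replicate 2 or 3 or sut1Δ replicate 3. The difference between sets ranged from -33.3 to -3.38 for Nrg1p, missing the threshold without wild-type replicate 1 or 3, and from -26.5 to -10.8 for Rtg3p, missing it without wild-type replicate 3. Held-out recovery ranged from -3.2 to 17.8 for Nrg1p (main value 17.8, against the falls at the listed genes), lowest without wild-type replicate 2, from -32.6 to 30.8 for Sut1p, from -22 to 0.494 for Gcn4p and from -37.7 to -10.4 for Rtg3p. The difference in peaks per IP for Nrg1p ranged from -1.17 to 19.3, and the Sut1p combinatorial change from 34.2 to 76.3, largest without wild-type replicate 3.

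A replicate block, in which deletion IP n is paired with wild-type IP n, leaves the mean changes as they are, for example -27.2 for Gcn4p and -50 for Rtg3p at combinatorial targets, and its exact sign-flip P is at least 0.25. Same-numbered IPs did not deviate together in every pair, with correlations across promoters from -0.162 to 0.286 and above 0.1 only for Nrg1p replicates 2 and 3, so the numbers were not taken as pairs.

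Narrowing peaks to 200 bp lowered the mean overlap among wild-type lists to 18.7% for Gcn4p, 8.1% for Rtg3p and 25.6% for Swi6p. Among deletion lists it was 18.3% for Gcn4p, 4.53% for Rtg3p, 24.2% for Nrg1p and 19.4% for Sut1p, and between strains 16.7% for Gcn4p and 13% for Swi4p. Regions shared by 5 or more factors numbered 1, with 0 shared by all 6 and 0 at a score of at least 100, and 30 were shared by at least 3. The planned motif search was not run.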

Differences from the paper's values

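For GCN4 × RTG3, the paper lists 29 combinatorial target genes in Table S4, and the rule of at least 2 replicates gave 59 promoters here. Among the alternatives set before the data were examined, the count came within 1.5 times the paper's without Gcn4p wild-type replicate 2 (37), without Rtg3p wild-type replicate 1 (23) and without Rtg3p wild-type replicate 3 (28). It did not with a score of at least 100 (17), an overlap of at least 100 bp (50), promoters of 300 bp (48), protein-coding genes only (57), support from every wild-type IP (14) or from at least 1 (240), without the region shared by 5 factors (59), or without any other wild-type IP (46 and 50).

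For NRG1 × SUT1, the paper lists 22 combinatorial target genes in Table S3, and the same rule gave 6 promoters. No alternative came within 1.5 times the paper's count. Support from at least 1 wild-type IP gave 77, and the other alternatives gave from 2 to 6.

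The methods require support from at least 2 replicates for joint targets. Of the listed combinatorial genes found in the annotation, 27 of 27 have a Gcn4p peak and 20 of 26 an Rtg3p peak in at least 2 wild-type IPs. For NRG1 × SUT1, 0 of 19 have an Nrg1p peak and 1 of 19 has a Sut1p peak in at least 2 wild-type IPs.

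The methods describe triplicate experiments throughout, while the labels give 2 IPs per strain for Swi6p and 1 for Swi4p. They also describe gene sets of equal size, while the Sut1p-only list has 21 entries beside 22 combinatorial genes.

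The swi4Δ lists hold 3 and 8 Swi6p peaks, so the falls of the rebuilt combinatorial and Swi6p-only sets (-98.5 and -100 percentage points) were fixed by the number of peaks and are set neither with nor against the paper's results for Swi6p. The paper reports Rtg3p binding as independent of Gcn4p. Called Rtg3p peaks fell from 67.9% to 17.9% of combinatorial promoters in gcn4Δ. It reports a rise of Sut1p at both target sets in nrg1Δ. Called Sut1p peaks rose by 49.1 percentage points at the combinatorial list and changed by -3.7 at the Sut1p-only list. Without wild-type replicate 3 the Sut1p-only change was 20.4 points (permutation P = 0.0865 across promoters). With a score of at least 100 it was 9.26 points and with equal numbers of top-scoring peaks 3.7, neither past P = 0.05 in that permutation test. With equal numbers of top-scoring peaks, Rtg3p-only targets (-6.67) did not pass it either. Leaving snR63 and YDR039C out raises the P-value in the paper, and here it lowered it from 0.0121 to 0.00744 across promoters. The paper counts YDR039C among Nrg1p-only genes with an occupancy difference between strains. It had an Nrg1p peak in 1 of 3 wild-type and 2 of 3 sut1Δ IPs. Values that go the paper's way include the fall of Gcn4p at combinatorial targets (-27.2) and the lack of an Nrg1p peak at SUT1 in all 6 IPs. No Sut1p IP had a peak at snR63 or YDR039C, but this repeats the authors' own MACS calls and is no separate test. The Sut1p combinatorial change also goes the paper's way, but it was 21.1 with equal numbers of top-scoring peaks and -61.1 with rebuilt sets. For Swi4p, with 1 IP per strain, the paper reports small differences. Its change was -5.88 at combinatorial and -21.7 at Swi4p-only targets. The smaller change at the listed Gcn4p-only genes (-4.35) goes the paper's way too, though not in every setting. It was -10.1 with an overlap of at least 100 bp and with promoters of 300 bp, and -10.2 with rebuilt sets. In alternatives chosen after seeing the values it was -13 with promoters moved by 300 bp to higher coordinates and -23.5 at promoters matched to the combinatorial ones by wild-type score. All of these passed P = 0.05 in the permutation test across promoters. Nrg1p fell at the listed combinatorial genes (-33.3), but these were drawn from the wild-type IPs and all 19 have exactly 1 wild-type peak. The change was -10.5 without wild-type replicate 3, -8.77 with a score of at least 100, -5.26 with equal numbers of top-scoring peaks and 5.56 with rebuilt sets, none past P = 0.05 in that permutation test, and held-out recovery rose by 17.8 (exact permutation P = 0.15 over IPs). In these comparisons the paper's measure is an enrichment ratio and the one here is the presence of a called peak.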

Other observations

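Of the tests in this part, that of the single wild-type Nrg1p replicate, that of the Swi6p yield and that of the annotation were chosen after the values were seen.

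The wild-type Sut1p lists fall apart. Replicates 1 and 2 shared 42.4% of the bases of their union, while replicate 3 shared 2.5% and 4.62% with them and 18.2 to 27.1% with the nrg1Δ lists. Of 175 promoters with a peak in replicates 1 and 2, 35 had one in replicate 3. Of 465 promoters with a peak in every nrg1Δ IP, 230 had one in wild-type replicate 3, 91 in replicate 2 and 21 in replicate 1. List length does not account for this. With the 117 highest-scoring peaks of each list, replicates 1 and 2 shared 66%, and replicate 3 shared 1.72% and 2.33% with them and at least 11% with each nrg1Δ list. Chromosome ends do not either, since without peaks within 20 kb of an end the overlap of replicate 3 with the nrg1Δ lists was at least 18.5%. Whether replicate 3 is a mislabelled IP or a wild-type IP of another quality is left open, as 1 library carries these overlaps and they point both ways. The overlap of replicate 3 with the nrg1Δ lists at equal length, at most 16.3%, lay below the 26.1 to 27% among those lists, which the test had been set to read as against a mislabelled IP. A weaker nrg1Δ IP would also overlap less. The median score of replicate 3, 117.2, was however close to the 117.6 of nrg1Δ replicate 1. That list shared at least 26.1% with the other nrg1Δ lists at equal length. A swap would need a partner, and at this length the closest nrg1Δ list, replicate 2, shared 11.1% and 12.7% with wild-type replicates 1 and 2. This bears on the Sut1p results, because replicate 3 supplies most of the peaks at the Table S3 genes.

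At the NRG1 × SUT1 genes, the Nrg1p peaks come mainly from one wild-type IP. Without replicate 3 the wild-type share of these promoters with a peak fell from 33.3% to 10.5%. The 6 promoters that meet the rule of at least 2 replicates had an Nrg1p peak in every sut1Δ IP. That so many listed genes have a peak in 1 wild-type IP is not due to a shift between the peak coordinates and the annotation, as 98.9% of listed entries had a peak in at least 1 wild-type IP with the annotation in place, more than at any other position tried.

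Fewer Rtg3p peaks were called at combinatorial promoters in gcn4Δ, and the gcn4Δ lists are shorter on average. At equal list length a fall remained, -17.9 percentage points at these genes, which were listed from the wild-type IPs. Held-out recovery, with promoters picked on the other wild-type IPs, then changed by -28.7 points (exact permutation P = 0.1 over IPs). The gcn4Δ replicate 3, with 216 peaks, had a peak at 8 of 26 promoters, while wild-type replicate 2, with 117 peaks, had one at 15. List length alone therefore does not give these values. Peaks were also narrower in gcn4Δ, with median widths of 892 to 1011 bp against 1089 to 1264 bp. Equal list length corrects neither for width nor for the choice on wild-type IPs. A dependence of Rtg3p on Gcn4p remains open, as do differences between the separately grown cultures. For Sut1p the rise at combinatorial promoters at equal list length was 21.1 points. The test had been set to exclude list length above 10 points, and by that reading it did. That reading was changed after the value was seen, because the value has P = 0.0547 across promoters (permutation test) and so is not beyond its spread. Held-out recovery of Sut1p at equal list length went the other way, with a change of -23.4 points (exact permutation P = 0.4 over IPs). Longer nrg1Δ lists and a change in binding cannot be told apart here.

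Swi6p peaks were nearly absent in swi4Δ at both kinds of target. The 2 swi4Δ lists together hold 11 peaks, too few for any target set to keep its peaks, so IPs of low yield and a loss of Swi6p from DNA cannot be told apart here.

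Peaks did not always favor promoters. Sut1p wild-type replicates 1 and 2 had 94% of their peaks at a promoter, against 67.3% and 63.5% in circular shifts, and the wild-type Swi6p lists 96.9% and 94.1%, against 78.6% and 73.9%. In Gcn4p wild-type replicate 2 it was 66.8% against 65.5% (permutation P = 0.264 from the shifts), in replicate 3 75.3% against 73% (P = 0.108), in Sut1p wild-type replicate 3 71.5% against 69.6% (P = 0.146) and in Rtg3p wild-type replicate 2 65% against 66.2% (P = 0.643). No explanation for this was tested.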
